# RCO-3 and COL-26 form an external-to-internal module that regulates the dual-affinity glucose transport system in *Neurospora crassa*

**DOI:** 10.1186/s13068-021-01877-2

**Published:** 2021-01-28

**Authors:** Jinyang Li, Qian Liu, Jingen Li, Liangcai Lin, Xiaolin Li, Yongli Zhang, Chaoguang Tian

**Keywords:** *Neurospora crassa*, Phosphoproteome, Glucose transport, Transcription factor, Gene regulation, RNA-seq

## Abstract

**Background:**

Low- and high-affinity glucose transport system is a conserved strategy of microorganism to cope with environmental glucose fluctuation for their growth and competitiveness. In *Neurospora crassa*, the dual-affinity glucose transport system consists of a low-affinity glucose transporter GLT-1 and two high-affinity glucose transporters HGT-1/HGT-2, which play diverse roles in glucose transport, carbon metabolism, and cellulase expression regulation. However, the regulation of this dual-transporter system in response to environmental glucose fluctuation is not yet clear.

**Results:**

In this study, we report that a regulation module consisting of a downstream transcription factor COL-26 and an upstream non-transporting glucose sensor RCO-3 regulates the dual-affinity glucose transport system in *N. crassa*. COL-26 directly binds to the promoter regions of *glt-1*, *hgt-1*, and *hgt-2*, whereas RCO-3 is an upstream factor of the module whose deletion mutant resembles the Δ*col-26* mutant phenotypically. Transcriptional profiling analysis revealed that Δ*col-26* and Δ*rco-3* mutants had similar transcriptional profiles, and both mutants had impaired response to a glucose gradient. We also showed that the AMP-activated protein kinase (AMPK) complex is involved in regulation of the glucose transporters. AMPK is required for repression of *glt-1* expression in starvation conditions by inhibiting the activity of RCO-3.

**Conclusions:**

RCO-3 and COL-26 form an external-to-internal module that regulates the glucose dual-affinity transport system. Transcription factor COL-26 was identified as the key regulator. AMPK was also involved in the regulation of the dual-transporter system. Our findings provide novel insight into the molecular basis of glucose uptake and signaling in filamentous fungi, which may aid in the rational design of fungal strains for industrial purposes.

## Background

Glucose is the preferred carbon source for most microorganisms as well as a signaling molecule that regulates physiological and pathological processes [1]. The sensing and uptake of glucose triggers a cellular regulatory network that influences multiple biological processes including sugar transporter expression, carbon catabolism, and biomass accumulation [2]. In cellulolytic filamentous fungi, the detection of glucose triggers the repression of genes encoding lignocellulose-degrading enzymes, a mechanism known as carbon catabolite repression (CCR), which is mediated by the transcription factor CreA/CRE1 [3, 4]. Although CreA/CRE1-mediated transcriptional repression has been extensively studied [3, 5–9], sensing of extracellular glucose concentrations and subsequent transport are barely characterized in filamentous fungi.

In *Saccharomyces cerevisiae*, two transporter-like glucose sensors, Rgt2p and Snf3p, mediate a glucose signaling pathway [10, 11]. Upon glucose detection, Rgt2p/Snf3p-associated casein kinase I (Yck1p/Yck2p) phosphorylates Mth1p and Std1p [12], leading to their degradation by SCF^Grr1^-mediated proteolysis [13], which triggers the release of Rgt1p from hexose transporter (HXT) promoter regions and derepresses the *HXT* genes [14]. Extracellular glucose concentrations are also detected by a G-protein coupled receptor, Gpr1p. Binding of glucose to Gpr1p activates the downstream heterotrimeric G*α* protein Gpa2p [15]. The Gpr1p/Gpa2p pathway works in parallel with Ras to activate adenylate cyclase Cyr1p, which increases cAMP levels, thereby activating protein kinase A (PKA). The cAMP/PKA pathway is important for spore germination, hyphal growth, cell wall homeostasis, conidiation, and secondary metabolite production [16–19]. PKA catalyzes phosphorylation of Rgt1p and regulates its function [20, 21], suggesting some crosstalk between these two sensing pathways.

The signaling pathway required to adapt to nutrient limitation and to use alternative carbon sources centers on the kinase Snf1p, a component of the *S. cerevisiae* SNF1 complex [22, 23]. The SNF1 complex is homologous to AMP-activated protein kinase (AMPK) in higher eukaryotes, which acts as a regulator of cellular energy homeostasis [24]. Like AMPK, SNF1 is a heterotrimer consisting of a catalytic *α*-subunit (Snf1p), a regulatory γ-subunit (Snf4p), and one of three *β*-subunits (Sip1p, Sip2p, or Gal83p) [25, 26]. In low glucose conditions, Snf1p is activated by the phosphorylation of residue Thr210 by one of three upstream kinases (Sak1p, Tos3p, or Elm1p) [27–29]. In response to high glucose concentrations, Snf1p is inactivated by dephosphorylation of Thr210 by phosphatase Glc7p [30]. ADP association with Snf4p protects Thr210 of Snf1p from dephosphorylation [31]. Active Snf1p phosphorylates the inhibitor Mig1p, the homolog of CreA/CRE1 in filamentous fungi, to relieve CCR through its translocation to the cytoplasm [32], promoting the use of alternative carbon sources such as ethanol and acetate [33]. Snf1p also phosphorylates Cyr1p and negatively regulates PKA-dependent transcription [34], whereas PKA phosphorylates the Snf1-activating kinase Sak1p [35] and the *β*-subunit Sip1p [36], suggesting a crosstalk between the Snf1p and PKA pathways. Snf1p/Mig1p, Rgt2p/Snf3p, and cAMP/PKA pathways, as well as their crosstalk, enable yeast cells to sense a wide range of glucose concentrations and subsequently express corresponding transporters such as low-affinity glucose transporters Hxt1p and Hxt3p or high-affinity glucose transporters Hxt6p and Hxt7p [37, 38].

The low-affinity and high-affinity glucose uptake systems in filamentous fungi were described a long time ago [39], but the corresponding genes were characterized at the molecular level much later [39–41]. In *Aspergillus niger*, MstA, MstF, MstG, and MstH were determined to be high-affinity glucose transporters, whereas MstC is a low-affinity glucose transporter [42–44]. In *A. nidulans*, MstE is a low-affinity glucose transporter, whereas HxtA, MstA (HxtD), and MstC (HxtB) were described as high-affinity glucose transporters [45–48], and HxtC and HxtE are glucose transporters with unknown affinity [47]. MstC (HxtB) is also involved in glucose signaling and metabolism in *A. nidulans* [49]. In *N. crassa*, GLT1 was characterized as a low-affinity glucose transporter, and HGT-1 and HGT-2 are two high-affinity glucose transporters [50, 51]. GLT-1 and HGT-1/-2 were identified as the major components of the dual-affinity glucose transport system of *N. crassa* with HGT-1/-2 also involved in glucose signaling and CCR [51]. In *Colletotrichum graminicola*, CgHXT1 and CgHXT3 are glucose transporters with high-affinity, whereas the *A. nidulans* MstE and *N. crassa* GLT1 ortholog CgHXT5 is a low-affinity glucose transporter [52]. Other characterized high-affinity glucose transporters include GTT1 from *Trichoderma harzianum* [53]; UfHXT1p from *Uromyces fabae* [54]; the *N. crassa* RCO-3 ortholog AmMst1 from *Amanita muscaria* [55, 56]; RiMST2, RiMST5, and RiMST6 from *Rhizophagus irregularis* [57, 58]; and GpMST1 from *Geosiphon pyriformis* [59]. Glucose transporters with unknown affinity include Stp1 and TrHxt1 from *Trichoderma reesei* [60, 61], and MSF1 from *Colletotrichum lindemuthianum*, whose deletion mutant resembles to some extent the Δ*rco-3* mutant of *N. crassa* in growth and conidiation [62].

However, in contrast to the comprehensive analysis of hexose transport in *S. cerevisiae*, much less is known about glucose sensing and the subsequent transcriptional regulation of glucose transporter-encoding genes in filamentous fungi. In *N*. *crassa*, the *S. cerevisiae* Gpr1p ortholog GPR-4 functions as a carbon source receptor. Ligand binding to GPR-4 activates the downstream G*α* protein GNA-1, leading to an increase in cAMP level produced by the activated adenylate cyclase CR-1 [63]. Similarly, in *A*. *nidulans*, the G-protein-coupled receptor GprH and G*α* subunit GanB have been shown to be involved in glucose sensing [64, 65]. During early conidial germination events, GanB activates cAMP synthesis and subsequent PKA activity in the presence of glucose [64]. In *Ustilago maydis*, the *S. cerevisiae* Rgt2p/Snf3p ortholog Hxt1 was characterized as a high-affinity glucose transporter and sensor involved in glucose signaling [66]. Similarly in *N. crassa*, the yeast Rgt2p/Snf3p ortholog RCO-3 was shown to be involved in glucose sensing [67]. Mutation of this non-transporting glucose sensor leads to complete dysfunction of the low-affinity glucose transport system and partial impairment of the high-affinity system [67]. However, orthologs of *S. cerevisiae* Mth1p, Sth1p, and Rgt1p have not been found in filamentous fungi, suggesting the presence of a different signaling pathway from the *S. cerevisiae* Rgt2p/Snf3p pathway.

In this study, we identified a module including transcription factor COL-26, the ortholog of the Zn(II)_2_Cys_6_ transcription factor AmyR in *Aspergillus* [68, 69], and RCO-3, a non-transporting glucose sensor, that regulate the dual-affinity glucose transport system in the model fungus *N. crassa*. COL-26 binds to the promoter regions of *glt-1* and *hgt-1/-2* to promote their expression, and RCO-3 is also essential for *glt-1* expression in both glucose-rich and starvation conditions, and regulates the pathway, possibly by indirectly affecting the expression of COL-26. Transcriptomic analysis showed that the response of Δ*col-26* and Δ*rco-3* mutants to a glucose gradient was greatly impaired. In addition, AMPK is also involved in the pathway by inhibiting the activity of RCO-3 in starvation conditions. Since the dual-affinity glucose transport system is widely conserved among fungal species, knowledge about its regulation will provide a foundation for further investigation into the molecular basis of nutrient transport and signaling as well as plant cell wall degradation in fungi.

## Results

### Identification of COL-26 as a key transcription factor to promote *glt-1* expression in response to external glucose

To search for transcription factors essential for expression of *glt-1*, deletion mutants of 36 transcription factors of *N. crassa*, based on their expression in adequate glucose conditions (Additional file 1: Table S1) [51], were chosen and screened through batch culture with glucose as the sole carbon source followed by qRT-PCR assay. Most of the mutants showed no significant change in *glt-1* expression compared with the WT strain. However, the Δ*col-26* mutant showed dramatically decreased expression of *glt-1* (Fig. 1a). COL-26 is a zinc binuclear cluster [Zn(II)_2_Cys_6_] DNA-binding protein that is essential for starch utilization [69]. The abnormal expression of *hgt-1/-2* and *glt-1* in Δ*col-26* mutant compared with WT strain (Fig. 1b) suggested that COL-26 is involved in regulating the dual-affinity glucose transport system in *N. crassa*. The nuclear localization of COL-26 was independent of glucose concentration (Fig. 1c).

**Fig. 1:**
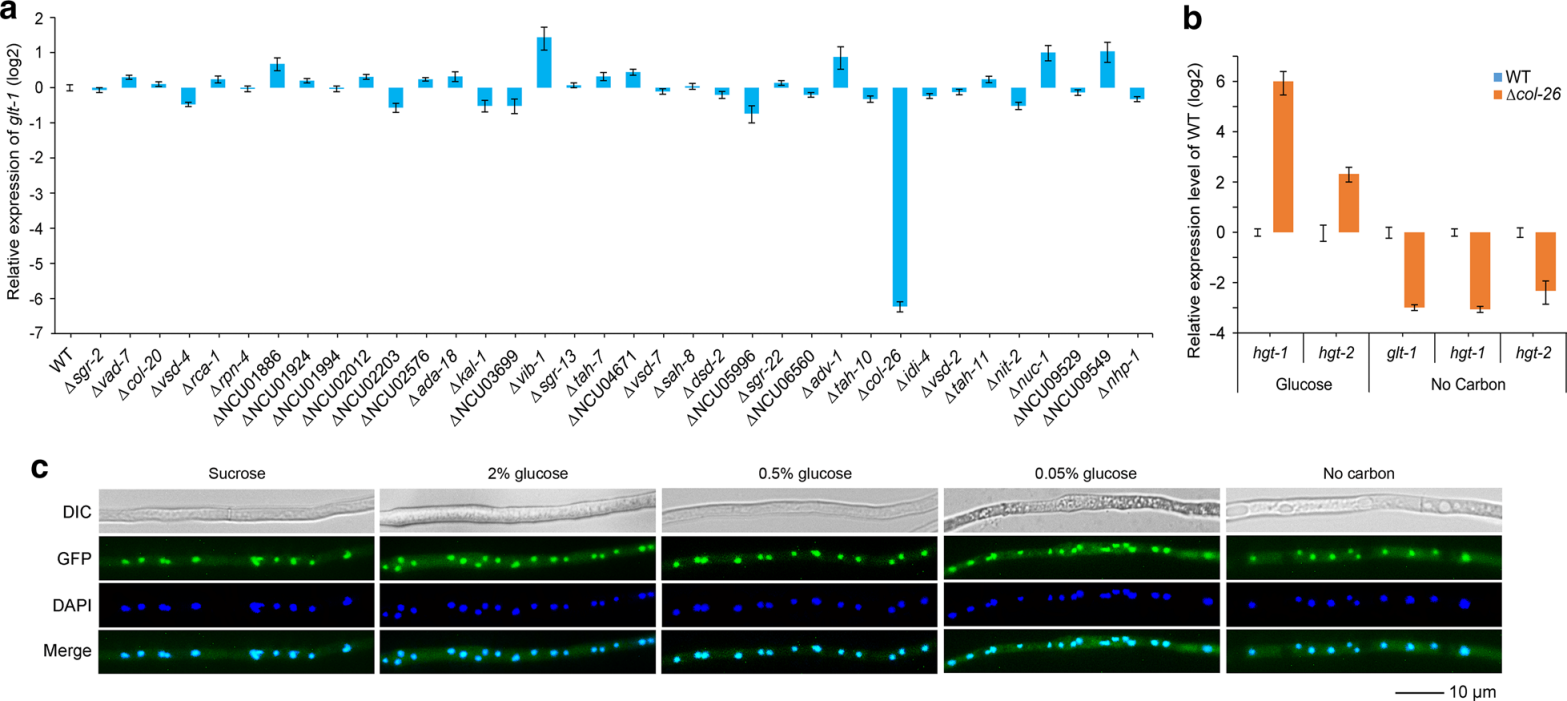
COL-26 is a key transcription factor that regulates the dual-affinity glucose transport system in *N. crassa*. **a** Relative expression level of *glt-1* in 36 transcription factor mutants of *N. crassa* grown in Vogel’s minimal medium (VMM) supplemented with glucose as the sole carbon source. Detailed information about these transcription factors is shown in Additional file 1: Table S1. **b** Relative expression of *glt-1* and *hgt-1/-2* in the presence of glucose and in carbon-free conditions in the wild-type (WT) strain and Δ*col-26* mutant. **c** Subcellular location of COL-26 in *N. crassa* exposed to a gradient of glucose. Scale bar represents 10 µm

To further investigate whether COL-26 directly regulates *glt-1* and *hgt-1/-2*, EMSAs were performed. GST-fused DNA-binding domain of COL-26 was expressed and purified from *E. coli* (Additional file 2: Figure S1). EMSA results showed that the recombinant COL-26 bound to the promoter regions of all three genes in a typical protein concentration-dependent manner (Fig. 2a–c).

**Fig. 2:**
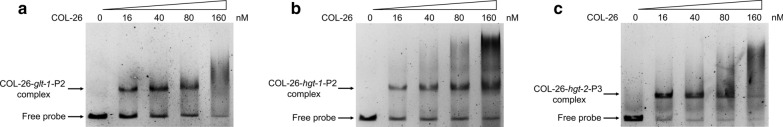
Electrophoretic mobility shift assays of binding of COL-26 to upstream DNA regions of *glt-1* (**a**), *hgt-1* (**b**), and *hgt-2* (**c**). Each lane contained 10 ng probe and the indicated amount of purified COL-26 binding domain (in nM)

### Δ*col-26* mutant phenotypically and transcriptionally resembles Δ*rco-3* mutant

In *N. crassa*, RCO-3 acts as a non-transporting glucose sensor [67]. Expression of *glt-1* is dramatically downregulated in a Δ*rco-3* mutant, whereas the expression of *hgt-1/-2* is significantly upregulated in glucose-rich conditions [51], which is similar to the Δ*col-26* mutant (Fig. 1a, b). In addition, both mutants are defective in glucose uptake and biomass accumulation in the presence of high glucose levels, and are resistant to 2-deoxyglucose (2-DG, which cannot be catalyzed during glycolysis and is a drug often used for glucose repression analysis in filamentous fungi) [4, 67]. Also, both mutants were sensitive to osmotic stress and H_2_O_2_-induced oxidative stress compared with the WT strain, as shown by plate growth assays (Additional file 3: Figure S2) and the corresponding mycelial diameter of the Δ*col-26* and Δ*rco-3* mutants (Fig. 3a). We assumed that COL-26 and RCO-3 are probably in a common regulatory cascade, in which membrane-located RCO-3 transduces a glucose signal to nuclear-located COL-26 in the presence of glucose.

**Fig. 3:**
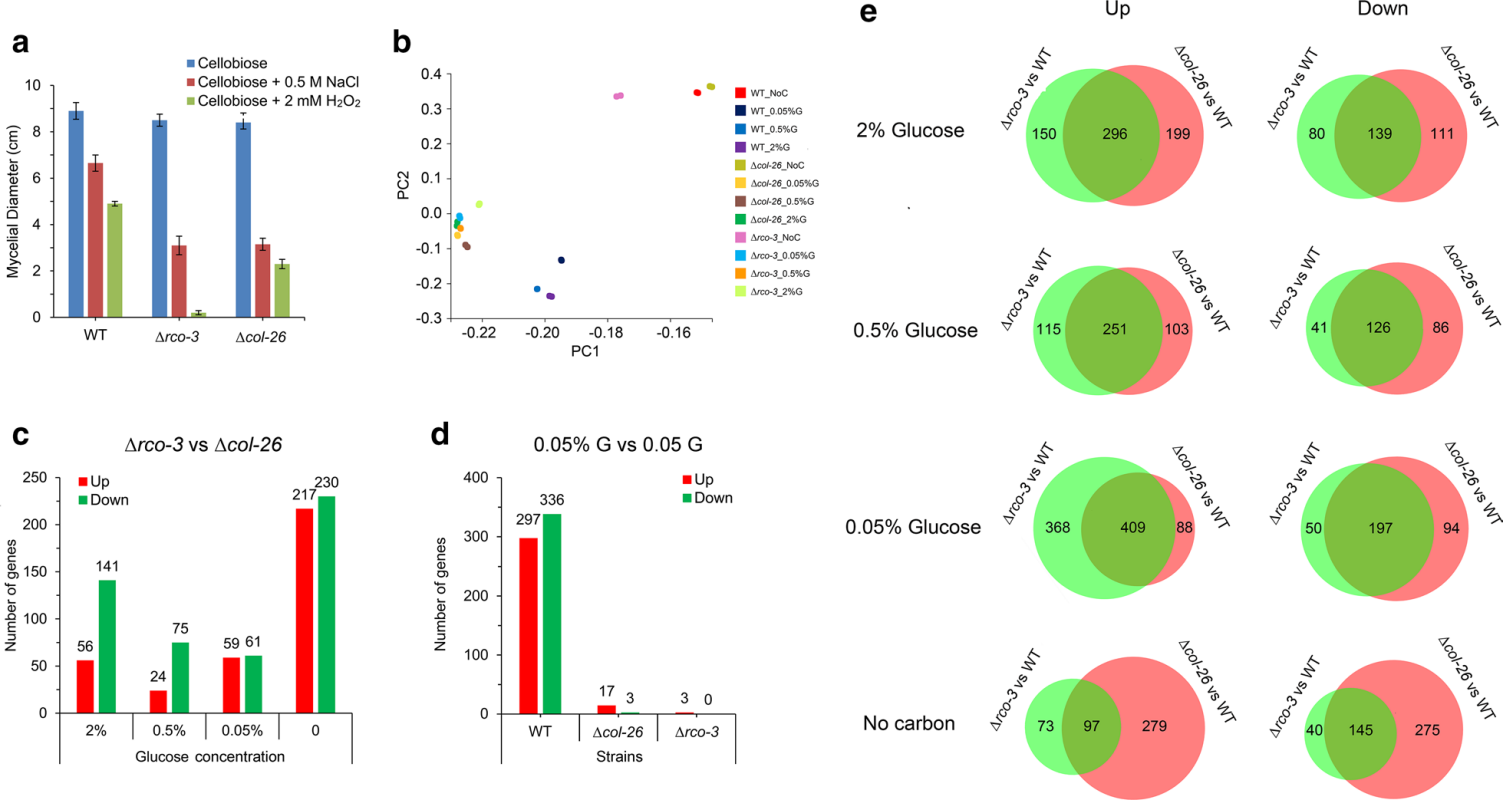
The Δ*col-26* mutant phenotypically resembles a Δ*rco-3* mutant of *N. crassa*. **a** Mycelial diameter of the WT strain, and Δ*col-26* and Δ*rco-3* mutants grown on VMM plus 2% cellobiose at 28 °C for 30 h with or without 0.5 M NaCl or 2 mM H_2_O_2_. **b** Principal component analysis of RNA-Seq data from the WT, Δ*rco-3*, and Δ*col-26* strains grown in different concentrations of glucose. **c** Number of differentially expressed genes between Δ*rco-3* and Δ*col-26* strains in each glucose condition. **d** Number of differentially expressed genes between 0.05% glucose and 0.5% glucose for the WT, Δ*rco-3*, and Δ*col-26* strains. **e** Venn diagram of differentially expressed genes in the Δ*rco-3* mutant and Δ*col-26* mutant compared with the WT in different concentrations of glucose

To test this hypothesis and also obtain a broad view of the mode of expression, we conducted high-throughput sequencing (RNA-Seq) of wild-type, Δ*col-26*, and Δ*rco-3* mycelia exposed to a gradient of glucose (0, 0.05, 0.5, 2.0%) for 1 h. 

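The RNA-Seq compared 3 strains, the WT, the Δ*rco-3* mutant and the Δ*col-26* mutant, each in 4 media. Mycelia were grown for 16 h at 28 °C on 2% sucrose and then kept for 1 h in medium without carbon source or with 0.05, 0.5 or 2% glucose. Each of the 12 combinations of strain and medium has 2 libraries, 24 in all. The authors trimmed the reads with Trimmomatic, aligned them with Bowtie2 to the predicted transcripts of the OR74A genome and counted the reads with RSEM. They deposited 1 value per gene and library, as FPKM, the fragments of a gene scaled to the length of its transcript and to the mapped fragments of the library. The FPKM of a library added up to between 565181 and 616209, and between 988 and 1304 loci were listed at 0. Read counts are not part of the values used here, so the depth was read from the low values. In 236 genes with low values, 89.0% of these values lay within 0.15 of a whole multiple of the smallest step, against 30% if they fell anywhere. The step was taken from the lowest values of the same gene, which raises this share by construction. By the steps of the 121 genes with the cleanest steps the relative depth of the libraries was 96.7% to 103% of the median library, with about 13200000 fragments per library as estimated from 52 genes. These genes were chosen because the libraries share their steps, which favours similar depths, so the true range may be wider. The values were used on the scale of log2(FPKM + 1), with no further scaling, and a fold change on this scale understates the change of genes with low FPKM. The 7981 genes with a mean FPKM of at least 1 in at least 1 of the 12 groups were tested in a single linear model with limma, whose variance estimate follows the mean expression (12 residual degrees of freedom), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG with the thresholds of the paper's methods, an adjusted p below 0.001, an absolute log2 fold change of at least 1 and a mean FPKM above 20 in at least 1 of the groups compared.
The 2 genes by which the mutants are labelled were looked at first, and all coordinates here are those of the OR74A assembly NC12. *rco-3* (NCU02582, chromosome I, 2804910 to 2808507) was listed at 0 in all 8 Δ*rco-3* libraries, against 20.8 ± 0.40 FPKM (SD, n = 2) in the WT without carbon source and 6.25 ± 0.39, 7.37 ± 0.36 and 8.44 ± 0.23 at 0.05, 0.5 and 2% glucose. *col-26* (NCU07788, chromosome V, 287232 to 291574) stayed above 0 in the Δ*col-26* libraries, at 4.91 to 10.61 FPKM, and was lower than in the WT in each medium, by log2 fold changes of -0.95 without carbon source and -2.75, -1.45 and -0.997 at 0.05, 0.5 and 2% glucose. These *col-26* values alone do not establish the deletion, and the strain is named here as the authors label it.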

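Within each of the 12 pairs of replicates, Pearson's r of log2(FPKM + 1) across genes lay between 0.99784 and 0.99856 and Spearman's rho of FPKM between 0.9979 and 0.99856. These correlations are across genes, which are not independent replicates. Between libraries of different strain or medium, the highest r was 0.99505 and the highest rho 0.99434, both for Δ*col-26* at 0.5% against 0.05% glucose. Over genes above 20 FPKM the SD of the log2 difference between replicates ranged from 0.0567 to 0.106, the latter in the WT without carbon source. For the same genes the variance between replicates was 1.43 to 4.17 times the sampling noise of the fragments, and it was 0.825 to 1.08 times for genes of 1 to 5 FPKM. With a pseudocount of 0.1 in place of 1, the lowest r within a pair of replicates was 0.994.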

Pearson and Spearman correlation analysis demonstrated that the biological replicates were reliable for all tested samples (Additional file 4: Figure S3a). 

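The distance between 2 profiles was taken as the root mean square difference of log2(FPKM + 1) over the 7981 genes tested. Between replicates of the same strain and medium it was 0.122 to 0.143. After centring each gene, the first principal component of the 24 libraries held 66.2% of the variance, the second 14.4% and the third 8.12%.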

RNA-Seq data (Additional file 1: Table S2) from the WT, Δ*col-26*, and Δ*rco-3* biological replicates were subjected to principal component analysis and data from the same strain grown in the same growth conditions clustered together. Compared with the WT strain, data from the Δ*col-26* mutant and the Δ*rco-3* mutant exposed to glucose (0.05, 0.5 and 2.0%) clustered together (Fig. 3b). This indicated that both mutants had impaired transcriptomic responses to 0.05, 0.5, and 2% glucose and had similar expression profiles, which was in accordance with sample-to-sample clustering (Additional file 4: Figure S3b). 

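At 0.05% glucose the group mean profiles of Δ*rco-3* and Δ*col-26* lay 0.461 apart, while Δ*rco-3* lay 1.03 and Δ*col-26* 0.897 from the WT. The corresponding distances were 0.416, 0.828 and 0.830 at 0.5% glucose and 0.479, 0.893 and 0.912 at 2% glucose. Without carbon source the mutants lay 0.667 apart, Δ*rco-3* lay 0.636 and Δ*col-26* 0.823 from the WT. The distance between the mutants was thus 0.479, 0.502 and 0.531 of their mean distance to the WT at the 3 glucose concentrations and 0.914 without carbon source. All of these distances exceed those between replicates. The largest change among the alternatives came from 1 minus Spearman's rho as the distance, which gave 0.211, 0.223, 0.283 and 0.699 for these ratios. That distance grows with the square of a difference, so ratios below 1 come out lower on it by scale alone.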

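Between 0.05 and 0.5% glucose the profile of the WT moved by a distance of 0.755, that of Δ*rco-3* by 0.221 and that of Δ*col-26* by 0.207. Between 0.5 and 2% glucose these distances were 0.237, 0.289 and 0.256. Of 4754 genes above 20 FPKM in at least 1 group, 1044 in the WT, 168 in Δ*rco-3* and 126 in Δ*col-26* passed limma's F test over the 3 glucose concentrations with a range of the group means of at least 1 on the log2 scale. The median range over these genes was 0.53 in the WT, 0.22 in Δ*rco-3* and 0.20 in Δ*col-26*.
The log2 fold changes of Δ*rco-3* against the WT and of Δ*col-26* against the WT were correlated across genes above 20 FPKM, with Pearson's r of 0.918 at 0.05%, 0.908 at 0.5% and 0.882 at 2% glucose. Spearman's rho was 0.869, 0.817 and 0.830. Both comparisons share their WT libraries, and in 50 simulations of unchanged groups against shared controls r was 0.500, 0.501 and 0.501. Without carbon source r was 0.674 and rho 0.630, with 0.504 for unchanged groups. In simulations of unrelated changes in the 2 mutants r was 0.019, 0.020 and 0.011 at 0.05, 0.5 and 2% glucose and -0.0014 without carbon source. With a different WT replicate for each mutant, r was 0.660 and 0.672 without carbon source and at least 0.878 on glucose.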

Consistent with these observations, the number of differentially expressed genes (DEGs) in Δ*rco-3 vs.* Δ*col-26* was much lower than that in Δ*rco-3 vs.* WT and Δ*col-26 vs.* WT exposed to glucose (Fig. 3c and e, Additional file 1: Table S3). In addition, the number of DEGs in the Δ*rco-3* mutant and Δ*col-26* mutant comparing 0.05% glucose with 0.5% glucose was dramatically lower than the number in the WT (Fig. 3d, Additional file 1: Table S3). 

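At 0.05% glucose 112 DEGs were called in Δ*rco-3* *vs.* Δ*col-26*, 979 in Δ*rco-3* *vs.* WT and 746 in Δ*col-26* *vs.* WT (limma, Benjamini-Hochberg adjustment). The same comparisons gave 101, 517 and 538 DEGs at 0.5% glucose and 186, 639 and 711 at 2% glucose. With each replicate left out in turn, the count in Δ*rco-3* *vs.* Δ*col-26* stayed between 94 and 192 at these concentrations. Without a minimum FPKM on the calls, the setting that raised the counts most, they were 232, 168 and 309 in Δ*rco-3* *vs.* Δ*col-26* and 1007 to 2026 in the comparisons with the WT. In simulated data with 200 changed genes among 7740, the test called all 200 and none of the others. All changes put in lay past the fold change threshold, in genes above the FPKM threshold, and the other genes differed between strains by noise alone. The simulation thus checks the procedure and does not measure missed or false calls near the thresholds.
Among the DEGs of Δ*rco-3* *vs.* Δ*col-26* at 2% glucose, 2 genes with the largest log2 fold changes upward were NCU02098 (chromosome I, 1296574 to 1298202) and *gla-2* (NCU02583, chromosome I, 2808952 to 2813624). NCU02098 had 195 ± 22.5 FPKM (SD, n = 2) in Δ*rco-3* and 24.1 ± 3.51 in Δ*col-26*. It overlaps another locus, NCU02097, so its fragments are uncertain. *gla-2*, the next gene to *rco-3*, had 83.3 ± 5.13 FPKM in Δ*rco-3* and 11.1 ± 0.014 in Δ*col-26*, a log2 fold change of 2.80 (standard error 0.054, adjusted p = 1.33e-18 by limma with Benjamini-Hochberg adjustment). The largest changes downward were those of NCU06815 (chromosome II, 1868644 to 1871504), with 20.4 ± 0.16 and 536 ± 2.52 FPKM, and NCU16673 (chromosome III, 3224517 to 3225951), with 92.2 ± 2.18 and 2287 ± 139 FPKM. In the WT at 2% glucose these had 44.0 ± 0.35 and 987 ± 40.8 FPKM.

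**Figure D1:**
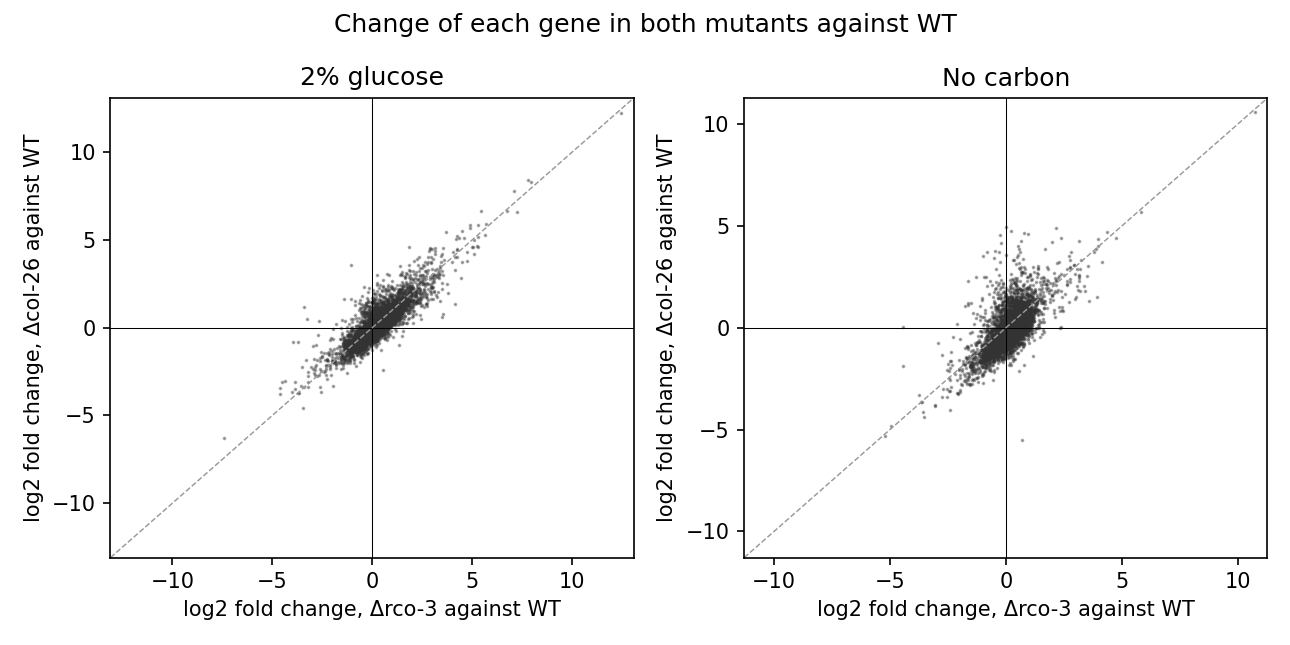
Log2 fold change of each of the 7981 genes tested in Δ*col-26* against the WT (vertical axis) by that in Δ*rco-3* against the WT (horizontal axis), at 2% glucose (left) and without carbon source (right). Each point is 1 gene, the dashed line marks equal changes, and over genes above 20 FPKM the correlation is 0.882 on the left and 0.674 on the right.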

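In the WT, 289 genes were higher and 307 lower at 0.05% than at 0.5% glucose. In Δ*rco-3* 4 genes were higher and 0 lower, and in Δ*col-26* 16 were higher and 3 lower. The balance in the WT turned with scaling, to 448 higher and 224 lower under median-ratio scaling and 316 and 233 under quantile normalization. At an unadjusted p below 0.05, before any fold change or FPKM threshold, limma gave 6154 genes in the WT, 3441 in Δ*rco-3* and 2909 in Δ*col-26*. The median absolute log2 fold change over genes above 20 FPKM was 0.45, 0.11 and 0.10. The difference in response was also tested directly, as the change in the mutant minus the change in the WT. It passed the thresholds in 626 genes for Δ*rco-3* and 614 for Δ*col-26*. Within Δ*rco-3*, the 4 genes called between 0.05 and 0.5% glucose became 2 with a pseudocount of 5 or with median-ratio scaling of the libraries.
The gene with the largest rise in the WT was *inv* (NCU04265, chromosome V, 5424497 to 5426871), which overlaps NCU04264, from 24.2 ± 1.02 FPKM (SD, n = 2) at 0.5% to 3164 ± 14.4 at 0.05% glucose. It was at 418 ± 6.92 and 414 ± 3.04 FPKM in Δ*rco-3* and at 569 ± 2.27 and 719 ± 18.8 in Δ*col-26*. NCU05627 (chromosome VI, 1275879 to 1278130) rose from 21.5 ± 0.30 to 2239 ± 33.4 FPKM in the WT, and had 51.0 ± 0.38 and 71.5 ± 2.24 FPKM in Δ*rco-3* and 70.3 ± 1.29 and 81.5 ± 0.91 in Δ*col-26*. NCU02098 fell from 114 ± 0.56 FPKM at 0.5% glucose to values listed at 0 in both WT libraries at 0.05%. It overlaps NCU02097 and an exact 0 can be a failed estimate, so this fall is uncertain. *nit-10* (NCU07205, chromosome V, 6247448 to 6250397) fell from 42.3 ± 0.65 to 1.32 ± 1.27 FPKM in the WT and was at 2.64 ± 0.52 and 2.69 ± 0.56 FPKM in Δ*rco-3*.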

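Genes called in the same direction in Δ*rco-3* *vs.* WT and Δ*col-26* *vs.* WT numbered 580 at 0.05%, 363 at 0.5% and 408 at 2% glucose. They made up 50.7%, 52.5% and 43.5% of all genes called in either comparison. Another 398, 153 and 228 genes were called in Δ*rco-3* alone, 165, 174 and 300 in Δ*col-26* alone, and 1, 1 and 3 in both mutants in opposite directions. Since both comparisons use the same WT libraries, 20 simulations of unrelated changes against shared controls were run, and they gave a mean overlap of 93.8, 33.9 and 47.9 genes. Without carbon source 325 DEGs were called in Δ*rco-3* *vs.* WT and 769 in Δ*col-26* *vs.* WT (limma, Benjamini-Hochberg adjustment). Of these, 226 were called in the same direction in both, 26.3% of the union, against 34.8 in simulations of unrelated changes, and 9 were called in both in opposite directions. Δ*rco-3* *vs.* Δ*col-26* gave 424 DEGs without carbon source.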

Further investigation showed that in the presence of glucose, *rco-3* and *col-26* regulate a large proportion of DEGs in common as described above, whereas there were far fewer DEGs in Δ*rco-3 vs.* WT than in Δ*col-26 vs.* WT in carbon-free conditions, or in Δ*rco-3 vs.* WT in glucose conditions (Fig. 3e, Additional file 1: Table S3). This indicated that COL-26 functions in both glucose and carbon-free conditions, whereas RCO-3 mainly functions in the presence of glucose.

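Whether the effect of each deletion depends on glucose was tested in the linear model as the difference between mutant and WT without carbon source minus that at 2% glucose. For Δ*rco-3* this difference passed the thresholds in 1092 genes, 378 upward and 714 downward, and for Δ*col-26* in 1204 genes, 322 upward and 882 downward. Between the mutants it passed in 553 genes. Comparing no carbon source with 2% glucose within each strain called 2338 genes in the WT, 1590 in Δ*rco-3* and 1661 in Δ*col-26*.
Genes with the largest differences in Δ*rco-3* *vs.* Δ*col-26* without carbon source included *rca-1* (NCU01312, chromosome V, 3617075 to 3618886), with 61.9 ± 0.16 FPKM (SD, n = 2) in Δ*rco-3*, 8.73 ± 1.13 in Δ*col-26* and 41.0 ± 0.22 in the WT. NCU02098 had 72.2 ± 6.60 FPKM in Δ*rco-3* and 44.7 ± 8.20 in the WT and was listed at 0 in both Δ*col-26* libraries. NCU16673 had 120 ± 2.06 FPKM in Δ*rco-3*, 3400 ± 196 in Δ*col-26* and 142 ± 5.47 in the WT. NCU07074 (chromosome VI, 249263 to 251427) had 30.21 and 29.65 FPKM in the Δ*col-26* libraries and was listed at 0 in those of Δ*rco-3* and the WT. An exact 0 can be a failed estimate, so the differences of NCU02098 and NCU07074 are uncertain. From the number of DEGs in each medium, the paper concludes that COL-26 functions with and without glucose and RCO-3 mainly with glucose.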

Next, the effect of COL-26 and RCO-3 on the sugar uptake system was investigated. Among the 39 putative sugar transporters present in the genome of *N. crassa* [70], 26 showed robust expression levels (FPKM > 20) in at least one condition (Additional file 5: Figure S4). In the WT strain, the transcriptional responses of these sugar transporters to a glucose gradient were in good accordance with previously published data [51]. Some genes displayed a strong or moderate response to external glucose changes, including *glt-1*, *hgt-1/-2*, *xyt-1*, *cdt-1/-2*, NCU05897, NCU00821, *xat-1*, *lat-1*, *gat-1*, *clp-1*, and NCU09287. However, the responses of these transporter genes to a glucose gradient (2, 0.5, and 0.05%) were impaired in Δ*rco-3* and Δ*col-26* mutants (Additional file 5: Figure S4). This is consistent with the observations that both mutants had similar transcriptional profiles and impaired transcriptomic response to glucose fluctuation (Fig. 3b–e). 

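Of the genes named, 6 are paired with a locus in the tables used here, *hgt-1*, *cdt-1*, *cdt-2*, NCU05897, NCU00821 and NCU09287, and the others were not analysed here. In the WT, *hgt-1* (NCU10021, chromosome VII, 1305454 to 1307833) had 632 ± 4.58 FPKM (SD, n = 2) at 0.05%, 18.8 ± 2.77 at 0.5% and 8.68 ± 0.021 at 2% glucose, and 2768 ± 114 without carbon source. NCU05897 (chromosome VII, 4200217 to 4202741) had 530 ± 1.40, 5.59 ± 0.19 and 1.97 ± 0.50 FPKM at these glucose concentrations, and *cdt-1* (NCU00801, chromosome I, 7121829 to 7125021), which overlaps NCU10770, had 52.5 ± 0.67, 4.27 ± 0.050 and 2.99 ± 0.092. NCU09287 (chromosome VII, 70827 to 73411) had 7.73 ± 0.20, 1.26 ± 0.37 and 1.04 ± 0.11 FPKM. NCU00821 (chromosome I, 7056000 to 7058684) was lowest at 0.5% glucose, with 78.4 ± 1.74, 27.0 ± 0.92 and 46.4 ± 1.94 FPKM. *cdt-2* (NCU08114, chromosome I, 318873 to 321079) was below 1 FPKM in all 6 WT libraries on glucose and had 244 ± 14.0 FPKM without carbon source. The range of the group means over the 3 glucose concentrations was 7.49 on the log2 scale for NCU05897, 6.03 for *hgt-1*, 3.75 for *cdt-1*, 2.10 for NCU09287, 1.50 for NCU00821 and 0.31 for *cdt-2*. The response passed an adjusted p of 0.001 in limma's F test for 5 of the 6 genes with Benjamini-Hochberg adjustment over all genes tested, and for 6 of 6 adjusted over the list alone. The gene between the 2 counts was *cdt-2*, with an adjusted p of 0.00133 over all genes in limma's F test.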

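Over 0.05, 0.5 and 2% glucose the group means of these 6 genes had ranges of 0.56 to 1.54 on the log2 scale in Δ*rco-3* (median 0.83) and 0.22 to 0.59 in Δ*col-26* (median 0.38), beside a median of 2.92 in the WT. The range was smaller than in the WT in both mutants for 5 of the 6 genes. For *cdt-2* it was larger in Δ*rco-3*, at 1.54, while 0.34 in Δ*col-26* was close to 0.31 in the WT. The order of these last values is uncertain, since this scale understates changes at the low FPKM of *cdt-2* in the WT. As a ratio of mean FPKM at 0.05 against 0.5% glucose, *cdt-2* changed more in the WT, by 1.89, than in Δ*col-26*, by 1.27. *hgt-1* had 270 ± 7.51, 257 ± 2.52 and 183 ± 3.73 FPKM (SD, n = 2) in Δ*rco-3* and 210 ± 4.31, 171 ± 1.36 and 157 ± 0.30 in Δ*col-26*. Without carbon source it had 499 ± 2.44 and 316 ± 0.56 FPKM. A response remained detectable, since limma's F test within the strain passed 0.001 for 6 genes in Δ*rco-3* and 4 in Δ*col-26* adjusted over all genes tested, and for 6 and 5 adjusted over the list alone. The difference in response between the strains passed it for 6 of 6 genes under both adjustments. A pseudocount of 5 moved the median in the WT most, to 2.11, with 0.77 in Δ*rco-3* and 0.36 in Δ*col-26*.

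**Figure D2:**
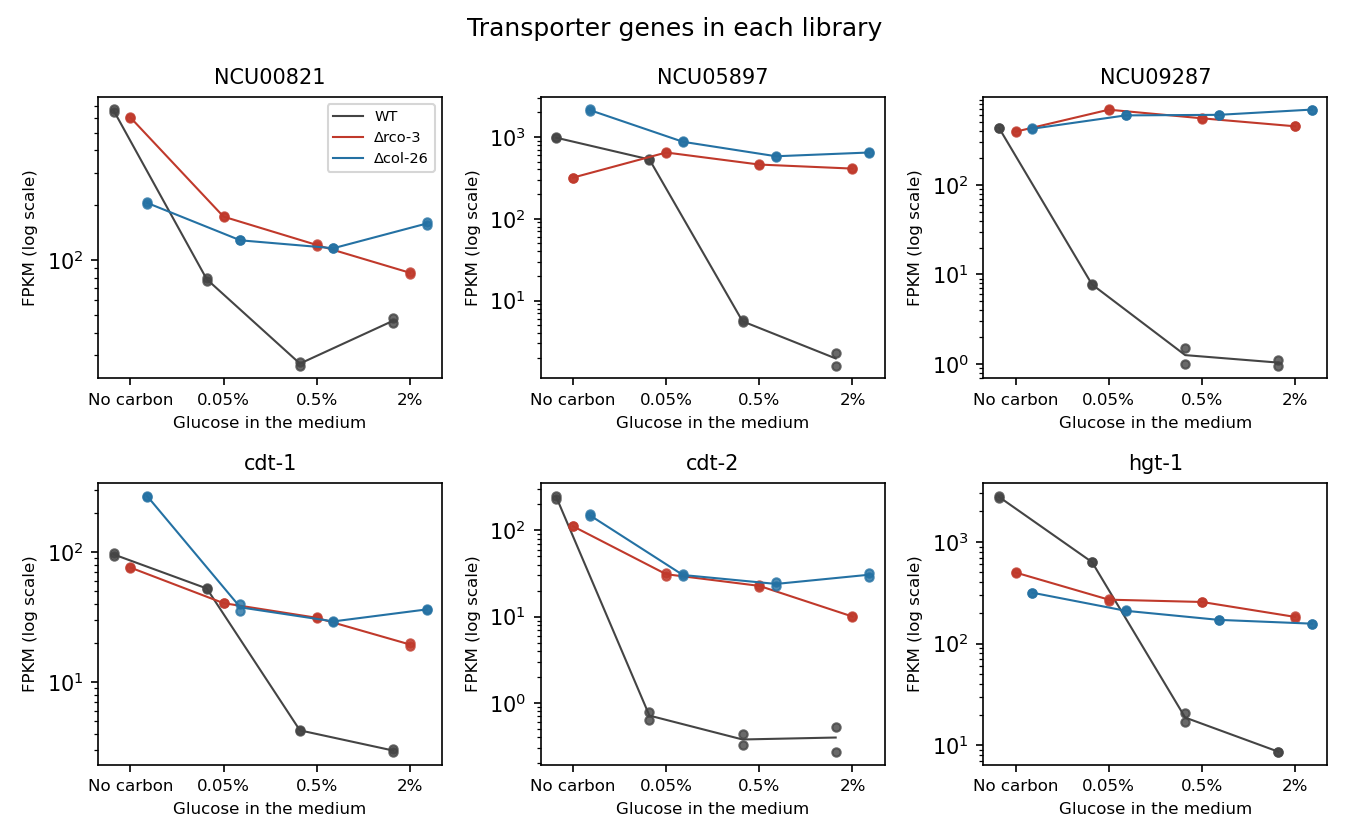
FPKM (log scale) of the 6 transporter genes in the WT (grey), Δ*rco-3* (red) and Δ*col-26* (blue) by the glucose in the medium, with single libraries as points and lines through the means of 2 libraries. In the WT *hgt-1* goes from 2768 FPKM without carbon source to 8.68 at 2% glucose, while in the mutants it stays between 157 and 499.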

As for *glt-1*, *hgt-1/-2*, and *xyt-1*, which displayed the strongest response to external glucose changes in the WT strain, their changed expression was probably due to the absence of COL-26 in the Δ*col-26* mutant or an inactivated form of COL-26 in the Δ*rco-3* mutant. Significantly downregulated expression of *glt-1* was observed in both the Δ*col-26* and Δ*rco-3* mutants at all glucose concentrations, even though the expression level of *col-26* in the Δ*rco-3* mutant was almost three times that in the WT strain in the presence of 2 and 0.5% glucose (Additional file 6: Figure S5 and Additional file 1: Table S2), indicating that both genes are essential for *glt-1* expression and that RCO-3 acts upstream of COL-26. 

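*col-26* had 45.8 ± 0.83 FPKM (SD, n = 2) in Δ*rco-3* and 17.4 ± 0.94 in the WT at 2% glucose, a ratio of 2.64. The log2 fold change was 1.35 (standard error 0.066, adjusted p = 3.77e-13 by limma with Benjamini-Hochberg adjustment). At 0.5% glucose it had 45.5 ± 1.60 and 17.3 ± 0.91 FPKM, a ratio of 2.62, with a log2 fold change of 1.34 (adjusted p = 5.01e-13 by limma with Benjamini-Hochberg adjustment). At both concentrations each Δ*rco-3* library lay above each WT library. *glt-1* is not paired with a locus in the tables used here and was not analysed here.

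**Figure D3:**
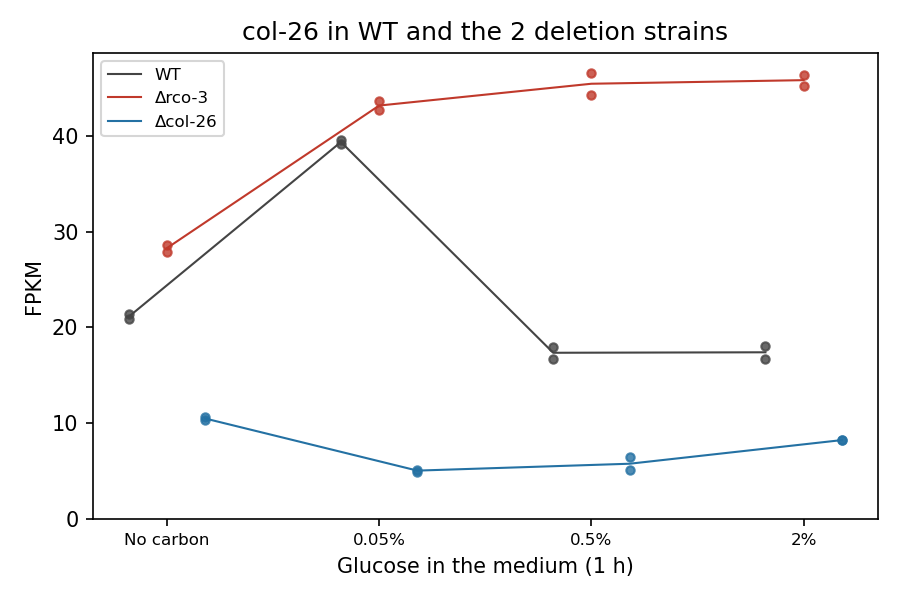
FPKM of *col-26* in each library of the WT (grey), Δ*rco-3* (red) and Δ*col-26* (blue) by the glucose in the medium, with single libraries as points and lines through the means of 2 libraries. Δ*rco-3* lies at 45.5 and 45.8 FPKM at 0.5 and 2% glucose, where the WT lies at 17.3 and 17.4, and Δ*rco-3* differs less from the WT at 0.05% glucose.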

Notably, *hgt-1* and *hgt-2* had very similar expression profiles (Additional file 5: Figure S4), indicating the synergetic regulation of the two major components of the high-affinity glucose transport system [51].

### Phosphoproteome of the WT strain grown on glucose *vs.* starvation conditions

Given that expression of *col-26* at the transcriptional level is not affected by a gradient of glucose (0–10% w/v) [51], we wondered if a post-translational modification, such as the phosphorylation level of COL-26, explains the significant differentially expression of *glt-1* between carbon-rich (2% glucose) and starvation (no-carbon, NC) conditions. Phosphoproteome profiling of the WT strain grown on glucose (Glu) compared with starvation conditions was performed. The coefficient of variation showed that the phosphopeptide abundance correlated well between the three replicates in each condition (Additional file 7: Figure S6). We identified 11,992 phosphopeptides, mapped to 2508 proteins (Additional file 1: Table S4). Of these phosphopeptides, 661 (representing 360 proteins) increased in abundance, and 709 (representing 410 proteins) decreased in abundance in the NC *vs.* Glu comparison (Fig. 4a and Additional file 1: Table S5).

**Fig. 4:**
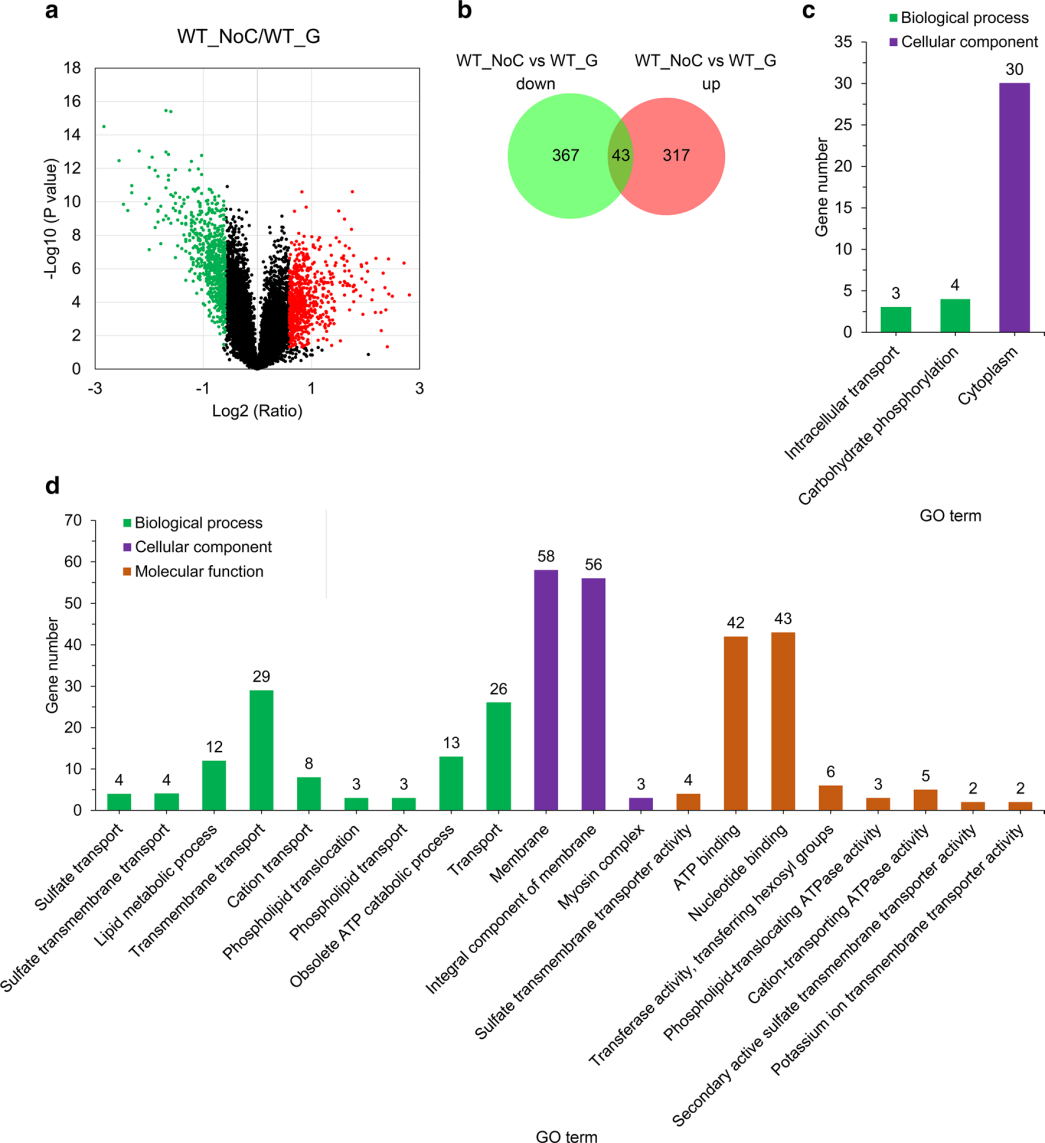
Phosphoproteomic analysis of the WT strain of *N. crassa* grown on glucose or in no-carbon (NC) conditions for 1 h. **a** Differential phosphopeptides between NC and glucose (Glu) conditions. **b** Venn diagram of proteins whose peptides showed differential phosphorylation levels. **c** Gene Ontology (GO) enrichment analysis of the 317 proteins highly phosphorylated in the comparison NC *vs*. Glu. **d** GO enrichment analysis of the 367 proteins highly dephosphorylated in the comparison NC *vs*. Glu

There are 43 proteins highly phosphorylated in one or more regions, but dephosphorylated in other regions in the NC *vs.* Glu comparison (Fig. 4b), including protein phosphatase regulator REG1, nitrate nonutilizer-2 NIT-2, eukaryotic peptide chain release factor ERF2, chromatin remodeling factor CRF4-3, and the S/T protein kinases STK-10, STK-30, and STK-31. A similar phenomenon was also observed by Xiong et al*.* [71]. GO analysis showed that proteins highly phosphorylated on starvation *vs*. Glu were over-represented in the categories cytoplasm (GO: 0005737) (30), intracellular transport (GO:0046907) (3), and carbohydrate phosphorylation (GO:0046835) (4) (Fig. 4c and Additional file 1: Table S6), and included some glycolytic proteins such as two hexokinases (EMP-1 and NCU00575), two 6-phosphofructo-2-kinases (NCU01178 and NCU01728), glyceraldehyde 3-phosphate dehydrogenase (GPD-1), and alcohol dehydrogenase-1 (ADH-1). Highly phosphorylated proteins not belonging to these GO terms included pyruvate dehydrogenase E1 component *α* subunit (ACE-2), transketolase (NCU01328), GLT-1, and 6-phosphogluconate dehydrogenase (PPM-2) (Additional file 1: Table S5), indicating that the glycolytic pathway and pentose phosphate pathway are regulated by post-translational modifications.

Proteins highly dephosphorylated in the NC *vs*. Glu comparison were over-represented in various categories mainly associated with the membrane, transport, and ATP metabolism (Fig. 4d and Additional file 1: Table S6), suggesting active metabolism in the presence of glucose. Pathway enrichment analysis of the highly dephosphorylated proteins using the Kyoto Encyclopedia of Genes and Genomes (KEGG) identified only one pathway––the MAPK signaling pathway-yeast (ko04011)—including protoperithecium-1 (PP-1), osmotic sensitive-4 (OS-4), MAPKK kinase NRC-1, an uncharacterized protein (NCU06252), WSC-1, osmotic sensitive-2 (OS-2), and mitogen-activated protein kinase-2 (MAK-2). NRC-1 (MAPKKK) and MAK-2 (MAPK) are core components of the conserved *N. crassa* MAK-2 pathway [72] that mediates cell fusion and activates transcription factor PP-1 required for the activation of genes that play a role during the cell fusion [73]. However, another core component, MEK-2 (MAPKK), was highly phosphorylated in the NC *vs*. Glu comparison (Additional file 1: Table S5). Other highly dephosphorylated proteins in dataset NC *vs*. Glu included a scaffold protein HAM-5 of the MAK-2 pathway, HAM-8, HAM-9, CSP-6, RCO-1, ADA-3, and PRK1, which all relate to the NRC-1/MEK-2/MAK-2 signaling pathway and are required for cell-to-cell fusion [74, 75]. OS-4 (MAPKKK) and OS-2 (MAPK) are components of the hyperosmotic response (OS) MAP kinase pathway involved in carbon sensing [76]. Other highly dephosphorylated peptides in the NC *vs*. Glu comparison were from CK-1b, which is involved in growth and developmental processes [77]; ASD-4, which functions in ascus and ascospore development [78]; CEL-2, which is involved in fatty acid biosynthesis [79]; an actin-binding protein FIM [80]; and COL-26. Three phosphopeptides from COL-26 showed S79 and S83 phosphorylation decreased in abundance in the NC *vs.* Glu comparison and no other phosphorylated sites were found in COL-26 (Additional file 1: Table S5).

### The function of COL-26 itself may be regulated at the protein level rather than the phosphorylation level

Previous studies have identified four phosphorylation sites (S79, S83, S674, and S676) in COL-26 [71, 72, 81], among which S79 and S83 were also identified in this study and showed decreased abundance in the NC *vs*. Glu comparison (Additional file 1: Table S5). To dissect potential functions of these phosphorylation sites in the expression of the dual-transporter system, we constructed plasmids harboring *col-26-egfp* without or with site-directed mutations under the control of the promoter of the glyceraldehyde-3-phosphate dehydrogenase-1 gene (*gpd-1*). Nuclear localization of WT COL-26 and protein with simultaneous mutations at S79 and S83 (S79A, S83A), S674 and S676 (S674A, S676A), or all four sites (S4A) (Fig. 5a), as well as their recovered biomass relative to Δ*col-26* mutant on culture grown with sucrose (Fig. 5b), indicated the successful expression and correct function of these analogs. Expression of *glt-1* in Δ*col-26*::P*gpd*-*col-26* (S79A, S83A), Δ*col-26*::P*gpd*-*col-26* (S674A, S676A), and Δ*col-26*::P*gpd*-*col-26* (S4A) in glucose and NC conditions was not different from that in Δ*col-26*::P*gpd*-*col-26* (WT) (Fig. 5c and 5d), suggesting that these phosphorylation sites of COL-26 are not involved in the regulation of glucose transporter expression in *N. crassa*.

**Fig. 5:**
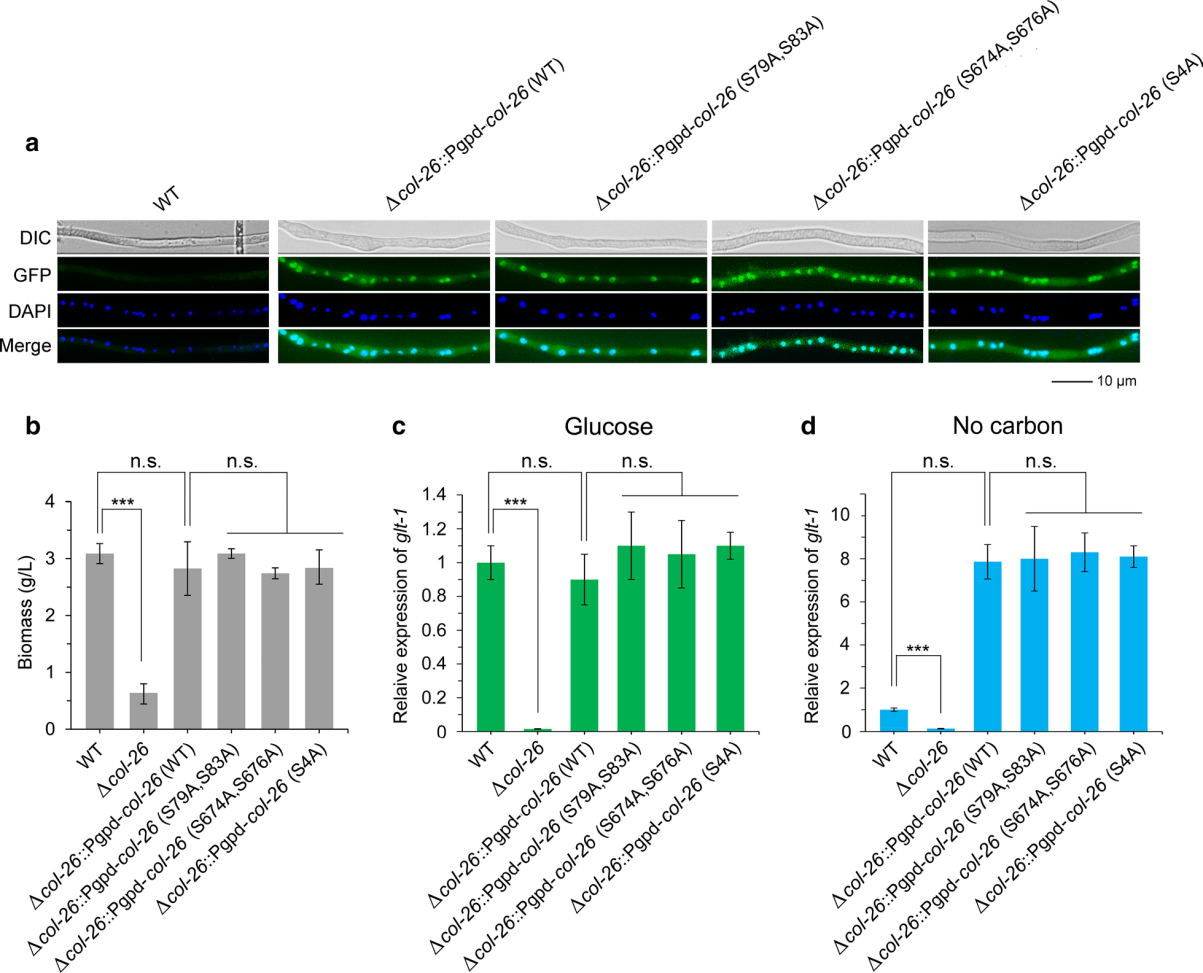
Determination of the role of residues S79, S83, S674, and S676 of *N. crassa* COL-26 in regulation of the dual-affinity glucose transport system. **a** Subcellular location of WT and point-mutated COL-26. Strains were grown in liquid VMM supplemented with 2% sucrose for 16 h at 28 °C. Scale bar represents 10 µm. **b** Biomass of different strains grown in liquid VMM containing 2% sucrose for 16 h. **c** Relative expression levels of *glt-1* in different strains in glucose condition. **d** Relative expression levels of *glt-1* in different strains in carbon-free condition. Mycelia were grown in VMM plus 2% sucrose for 16 h, then transferred to VMM with (**c**) or without (**d**) 2% glucose. After additional cultivation for 1 h, mycelia were harvested and mRNA was extracted, after which quantitative real-time qPCR was performed to determine *glt-1* expression. *n.s.* not significant; ***P < 0.001

Notably, *glt-1* expression in the Δ*col-26* mutant complemented with WT and mutated COL-26 grown in starvation conditions was much higher than that in the WT strain (Fig. 5d), probably because of the high expression level of *col-26* driven by the *gpd-1* promoter which leads to a high level of COL-26. So, we constructed the complemented strain Δ*col-26*::Pn-*col-26* expressing *col-26-egfp* under the control of its native promoter. The protein level of COL-26 in the presence of different concentrations of glucose was determined by western blotting using anti-GFP antibody. The protein level of COL-26 in the presence of adequate glucose (0.5 and 2%) was higher than that in starvation conditions (0.05%, or no glucose) (Fig. 6), suggesting that the function of COL-26 itself might be regulated at the protein level rather than by phosphorylation.

**Fig. 6:**
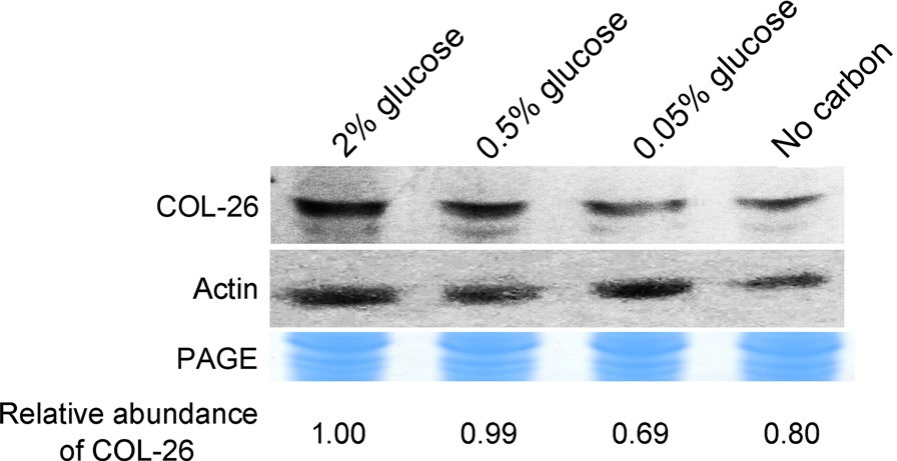
Western blotting analysis of COL-26 in the WT strain of *N. crassa*. Mycelia were cultivated in VMM supplemented with 2% sucrose for 16 h, then transferred to VMM supplemented with a gradient of glucose for an additional 1 h. The same amount of total protein was loaded into each lane

### AMPK represses *glt-1* expression, possibly by inhibiting RCO-3 activity, in starvation conditions

Previous study showed that the OS MAP kinase pathway is involved in carbon sensing [76]. Two of its components (OS-2 and OS-4) were highly phosphorylated in the WT strain in the Glu *vs*. NC comparison (Additional file 1: Table S5). Thus, the roles of this pathway in regulation of the dual-affinity glucose transport system were investigated by characterization of deletion mutants of *os-1* and *os-2*, two essential components of this pathway. Expression of *glt-1* and *hgt-1* in Δ*os-1* and Δ*os-2* mutants showed no difference from that in the WT strain in either glucose-rich or starvation conditions. *glt-1* and *hgt-1/-2* expression in Δ*rco-3;*Δ*os-1* and Δ*rco-3;*Δ*os-2* double mutants was identical to that in the Δ*rco-3* mutant in both conditions (Additional file 8: Figure S7). These results indicate that *os-1* and *os-2* are not involved in regulation of the dual-affinity glucose transport system.

In *S. cerevisiae*, the SNF1 complex plays an important role in regulation of glucose transport [33, 38]. AMP-activated protein kinase (AMPK) complex from higher eukaryotes is homologous to SNF1 complex and mainly functions in nutrient-limited condition to maintain cellular energy homeostasis. In *N. crassa*, *prk-10* (the ortholog of *snf1*) and NCU01471 (here named as *snf4*) encode the *α*-subunit and *γ*-subunit of the AMPK complex, respectively. To test whether AMPK involves in glucose transport, we measured glucose uptake rates in WT, the Δ*prk-10*, and the Δ*rco-3* mutants in low glucose concentration. Within the first 10 min, the Δ*prk-10* mutant consumed the same amount of glucose as WT strain. However, over the remaining 20 min, glucose uptake rates decreased dramatically in the Δ*prk-10* mutant (Fig. 7a). The Δ*rco-3* mutant, as expected, showed decreased glucose uptake rates all the time (Fig. 7a). To further investigate the role of AMPK in glucose transport, the effect of AMPK on expression of *glt-1* was investigated. Expression of *glt-1* in Δ*prk-10* and Δ*snf4* mutants was the same as that in the WT strain in the presence of glucose, but significantly upregulated in starvation conditions. Expression of *glt-1* in Δ*rco-3;*Δ*prk-10* and Δ*rco-3;*Δ*snf4* double mutants was the same as that in the Δ*rco-3* mutant (Fig. 7b), indicating that AMPK-repressed expression of *glt-1* might occur via inhibition of RCO-3 activity in starvation conditions. This conclusion was supported by transcriptomic data, which showed that *rco-3* mainly functions in the presence of glucose (Fig. 3e). 

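Over genes above 20 FPKM the median absolute log2 fold change in Δ*rco-3* *vs.* WT was 0.32 without carbon source and 0.62, 0.41 and 0.44 at 0.05, 0.5 and 2% glucose. For Δ*col-26* *vs.* WT it was 0.44 without carbon source and 0.51, 0.33 and 0.40 with glucose. Leaving the p-value out, 326 genes passed the fold change and FPKM thresholds in Δ*rco-3* *vs.* WT without carbon source.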

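The DEGs of Δ*rco-3* *vs.* WT without carbon source were 153 higher and 172 lower, and their number stayed between 316 and 337 with each replicate left out in turn. Median-ratio scaling of the libraries gave 82 higher and 262 lower genes and quantile normalization 131 and 228, while without a minimum FPKM on the calls more genes were higher than lower, 336 against 236. Among the transporter genes, *hgt-1* was lower in Δ*rco-3* than in the WT in this medium by a log2 fold change of -2.47 (standard error 0.056, adjusted p = 7e-18 by limma with Benjamini-Hochberg adjustment). *glt-1* was not analysed here.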

Notably, the lower number of DEGs in the Δ*rco-3 vs.* WT comparison in starvation conditions compared with glucose condition (Fig. 3e) and the significantly reduced expression level of *glt-1* in the Δ*rco-3* mutant (Fig. 7b) indicated that RCO-3 activity was not totally inhibited in starvation condition. Though deletion of *prk-10* or *snf4* had no effect on *glt-1* expression in glucose-rich conditions, expression of *hgt-1* was upregulated when the Δ*prk-10* and Δ*snf4* mutants were grown on glucose (Fig. 7c). Besides, deletion of *prk-10* or *snf4* in the Δ*rco-3* background further decreased *hgt-1* expression in starvation conditions (Fig. 7c), indicating that other regulatory component(s) are also involved in regulation of *hgt-1* expression.

**Fig. 7:**
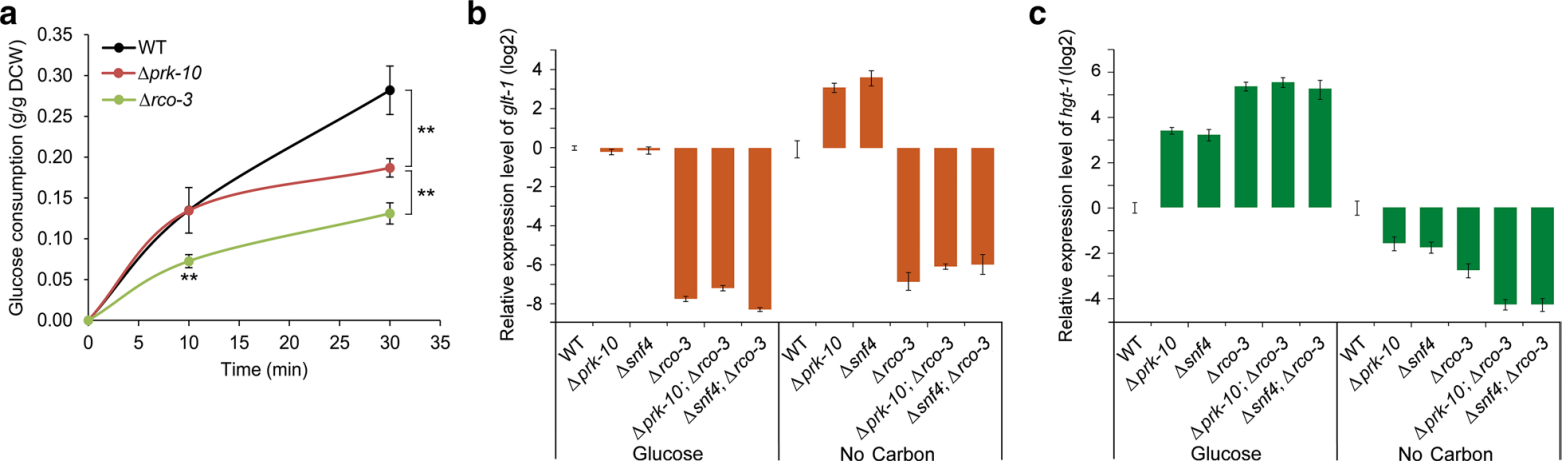
AMPK complex involves in regulation of glucose dual-affinity transport system. **a** Glucose uptake of WT, Δ*prk-10*, and Δ*rco-3* mutants in low glucose concentration. **P < 0.01. **b** Relative expression levels of *glt-1* in WT, Δ*prk-10*, Δ*snf4*, Δ*rco-3*, Δ*rco-3*;Δ*prk-10*, and Δ*rco-3*;Δ*snf4* strains of *N. crassa* in glucose and no-carbon conditions. **c** Relative expression levels of *hgt-1* in WT, Δ*prk-10*, Δ*snf4*, Δ*rco-3*, Δ*rco-3*;Δ*prk-10*, and Δ*rco-3*;Δ*snf4* strains in glucose and no-carbon conditions. Mycelia were grown in VMM supplemented with 2% sucrose for 16 h, then transferred to VMM with or without 2% glucose. After additional cultivation for 1 h, mycelia were harvested and the *glt-1* expression level was determined by qRT-PCR

### The glucose transport system shows conserved regulation by COL-26-like transcription factors in ascomycete species

Despite some minor differences in use of some kinds of sugars, conserved roles of COL-26/AmyR homologs have been reported in various fungi, including *Magnaporthe oryzae* [82], *Fusarium graminearum* and *F. verticillioides* [83], *A. nidulans* [84], *A. oryzae* [68], *A. niger* [85], *T*. *reesei* [86], *Penicillium oxalicum* [87], *Talaromyces pinophilus* [88], and *Myceliophthora thermophila* [89]. In *P. oxalicum*, the *N. crassa* HGT-1 ortholog PDE_03475 showed a high expression level on cellulose and a decreased expression level in a Δ*amyR* mutant compared with the WT strain [87]. In *A. niger*, the *A. nidulans* MstE ortholog An02g03540 showed a high expression level on glucose and maltose, and its expression in a Δ*amyR* mutant was significantly downregulated [90]. To test the hypothesis that the dual-affinity glucose transport system and its regulation by COL-26 homologs are conserved in filamentous fungi, the effect of deletion of *M. thermophila* AmyR, the closest homolog to *N. crassa* COL-26, on expression of the putative dual-affinity glucose transport system was investigated. The *M. thermophila* Δ*amyR* mutant exhibited significantly reduced growth on glucose, fructose, sucrose, maltose, trehalose, xylose, and soluble starch, but grew well on cellobiose and cellulose [89], which is similar to the *N. crassa* Δ*col-26* mutant. Alignment showed that Mycth_112491 (named as MtGLT-1-1) is the closest ortholog of *N. crassa* GLT-1. However, MtGLT-1-1 is only 352 amino acids long with six transmembrane helices (TMHs), compared with the typical 12 TMHs for glucose transporters predicted by TMHMM Server v2.0. The second closest GLT-1 ortholog is Mycth_108924 (named as MtGLT-1-2), which has 12 predicted TMHs. Both *MtGlt-1-1* and *MtGlt-1-2* showed an elevated expression level on glucose compared with NC and cellulose conditions [89, 91]. Mycth_2308157 (named as MtHGT-1) and Mycth_2295230 (named as MtHGT-2) are the closest orthologs of *N. crassa* HGT-1 and HGT-2, respectively. Both *MtHgt-1* and *MtHgt-2* showed increased expression on cellulose compared with glucose [91], while *MtHgt-2* also showed significantly higher expression in NC conditions than in glucose-rich conditions [89], consistent with the expression pattern of high-affinity glucose transporters. These data were supported by qRT-PCR (Additional file 9: Figure S8a). We determined the expression levels of these glucose transporter-encoding genes in a Δ*amyR* mutant of *M. thermophila*. In glucose-rich conditions, both *MtGlt-1-1* and *MtGlt-1-2* showed significantly decreased expression, whereas *MtHgt-2* was upregulated in the Δ*amyR* mutant, compared with the WT strain (Fig. 8a). In NC conditions, *MtGlt-1-2* and *MtHgt-1* showed decreased expression levels in the Δ*amyR* mutant compared with WT strain (Fig. 8b). This indicates that AmyR is a key transcription factor involved in regulation of the dual-affinity glucose transport system in *M. thermophila*, like COL-26 in *N. crassa*. In addition, like the Δ*col-26* mutant of *N. crassa*, the Δ*amyR* mutant of *M. thermophila* was sensitive to osmotic stress and H_2_O_2_-induced oxidative stress compared with the WT strain, as shown by plate growth assays (Additional file 9: Figure S8b) and the corresponding mycelial diameter (Fig. 8c). Since COL-26 orthologs and the dual-affinity glucose transporter system are ubiquitous in ascomycete species based on phylogenetic analysis [51, 69], the regulatory role of *col-26* orthologs may also be conserved in many other filamentous fungal species.

**Fig. 8:**
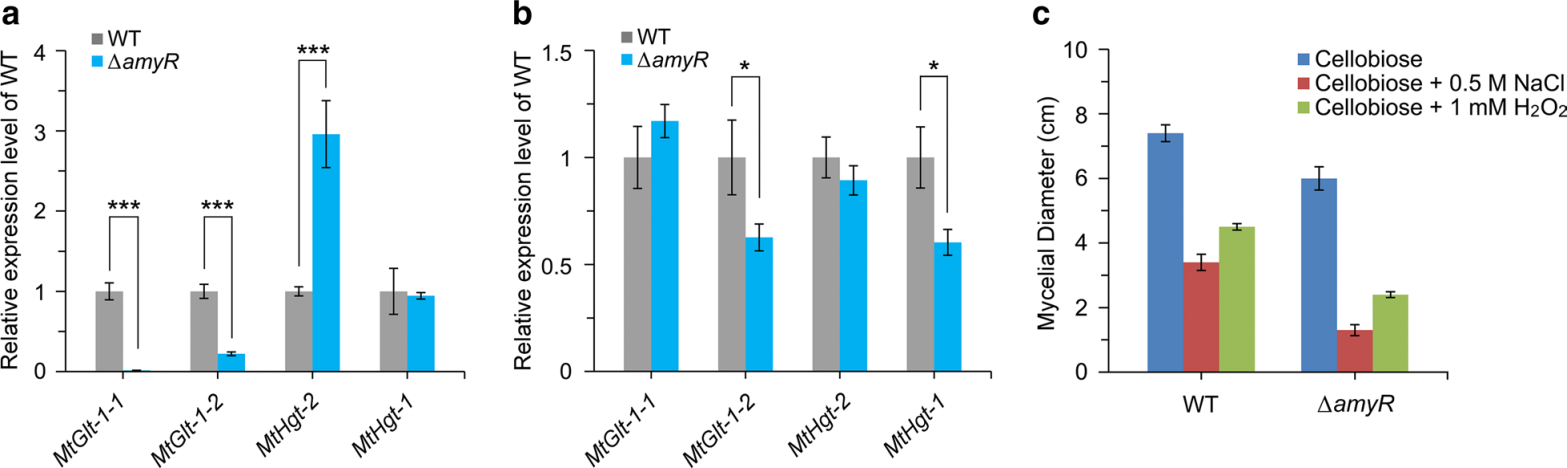
Phenotype of *Myceliophthora thermophila* Δ*amyR* mutant. **a** Expression of glucose transporter genes in the presence of glucose. **b** Expression of glucose transporter genes in no-carbon conditions. *P < 0.05; ***P < 0.001. **c** Mycelial diameter of the WT strain and Δ*amyR* mutant grown on VMM plus 2% cellobiose at 37 °C for 4 days with or without 0.5 M NaCl or 1 mM H_2_O_2_

## Discussion

Glucose uptake is the first and rate-limiting step of glucose metabolism. To cope with environmental changes in glucose availability, fungi express low-affinity glucose transporters when glucose levels are high and high-affinity glucose transporters when glucose levels are low. The *N. crassa* dual-affinity glucose transport system is the best-studied example, and consists of a low-affinity glucose transporter GLT-1 and two high-affinity glucose transporters HGT-1 and HGT-2 [51]. This dual-transporter system is conserved in filamentous fungi and many glucose transporters have been characterized. However, the mechanism underpinning the regulation of the dual-affinity glucose transport system in response to environmental changes remains elusive. Here, using *N. crassa* as a model fungus, we identified a glucose signaling pathway consisting of multiple components, including the major transcription factor COL-26, non-transporting glucose sensor RCO-3, and a cellular energy sensor AMPK. COL-26 regulates the dual-affinity glucose transport system at the transcriptional level. Deletion of *col-26* or *rco-3* leads to a significantly reduced expression level of *glt-1* in both glucose-rich and starvation conditions (Figs. 1a and 7b), indicating that the basal level of *glt-1* in starvation conditions is also maintained by COL-26 and RCO-3. Interestingly, we found that COL-26-dependent regulation of the dual-transporter system might depend on the regulation of its protein homeostasis, rather than on post-translational modification such as phosphorylation. 

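In the WT *col-26* had 21.1 ± 0.35 FPKM (SD, n = 2) without carbon source and 39.4 ± 0.28 at 0.05% glucose. Against 2% glucose the ratio was 1.21 without carbon source, a log2 fold change of 0.27 (standard error 0.066, adjusted p = 0.000878 by limma with Benjamini-Hochberg adjustment). This difference is below the fold change of a DEG, and with median-ratio scaling of the libraries it was -0.06, while its adjusted p by limma ranged from 0.000213 to 0.444 over the alternatives and rose above 0.001 with any of the 4 libraries left out. At 0.5% glucose the log2 fold change against 2% was -0.0039 (adjusted p = 0.975 by limma with Benjamini-Hochberg adjustment). At 0.05% glucose it was 1.14, a ratio of 2.26 (adjusted p = 4.83e-12 by limma with Benjamini-Hochberg adjustment). Starch, trehalose and maltose were not among the media analysed here.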

The expression level of *col-26* in the WT strain remains the same in glucose-rich and carbon-free conditions, and it is only induced by starch, trehalose and maltose [51, 69] (Additional file 1: Table S2). This could reduce the transcriptional and translational investment when *N. crassa* growing in nutrition-deficient conditions encounters nutrient-rich conditions. Upon nutrition shift, the basal level *glt-1* mRNA can be immediately translated, and there is no need to synthesize *col-26* mRNA de novo for translation. Once COL-26 is synthesized from existing mRNA, it promotes expression of *glt-1* in a COL-26 concentration-dependent manner at the protein level (Fig. 6) rather than in a phosphorylation-dependent manner (Fig. 5). However, overexpression of *col-26* did not further promote expression of *glt-1* in the presence of glucose (Fig. 5c), indicating that COL-26 does not function independently. Other components of the pathway that control COL-26 synthesis/degradation or dissociation/association with other protein(s) are worth investigating in the future. Moreover, as only four phosphorylation sites (S79, S83, S674, and S676) have so far been identified in COL-26 by various studies [71, 72, 81] (Additional file 1: Table S4), whether other phosphorylation site(s) are involved in the regulation of the dual-affinity glucose transport system requires investigation.

The detailed mechanism of regulation of glucose dual-affinity transport system by the key transcription factor COL-26 under different glucose conditions needs to be further investigated. Some explanation could be drawn from a previous study which showed that the absence of GLT-1 leads to the upregulated expression of *hgt-1/-2* in high glucose condition [51]. This indicates that the upregulated expression of *hgt-1/-2* in Δ*glt-1* mutant was due to relief from CRE-1-mediated CCR which is caused by its inability of transporting high amount of glucose. Since *glt-1* expression was abolished in Δ*col-26* and Δ*rco-3* mutant, the upregulated expression of *hgt-1/-2* in Δ*col-26* and Δ*rco-3* mutant in response to glucose was probably also caused by relief from CCR, similar to the Δ*glt-1* mutant.

The high expression level of *hgt-1*/*-2* in glucose-limited conditions is dependent on COL-26 (Fig. 1b), however, expression of *hgt-1*/*-2* in the presence of adequate glucose was repressed by CRE-1-mediated CCR [51], even though COL-26 remains at a relatively high level (Fig. 6), indicating that CRE-1 could be antagonistic to COL-26. Therefore, the high expression level of *hgt-1*/*-2* in glucose-limited conditions is due to a combination of derepression from CRE-1 and activation by COL-26 (Fig. 9). Taken together, we proposed that COL-26 and CRE-1 probably binds to the same promoter regions of *hgt-1/-2*. In WT strain under glucose-rich condition, CRE-1 binds to promoter regions of *hgt-1/-2* to repress their expression. Deletion of *col-26* leads to abolishment of GLT-1 and subsequent impaired glucose transport, leading to relief from CCR and disassociation of CRE-1 from their promoters, thus derepressing the expression of *hgt-1/-2*; whereas, under starvation condition, after disassociation of CRE-1 from *hgt-1/-2* promoters, COL-26 might bind to the same region to activate their expression. When *col-26* was deleted, this activation was absent, thus leading to the downregulation of *hgt-1/-2* (Fig. 1b). The hypothesis needs to be investigated through further studies.

**Fig. 9:**
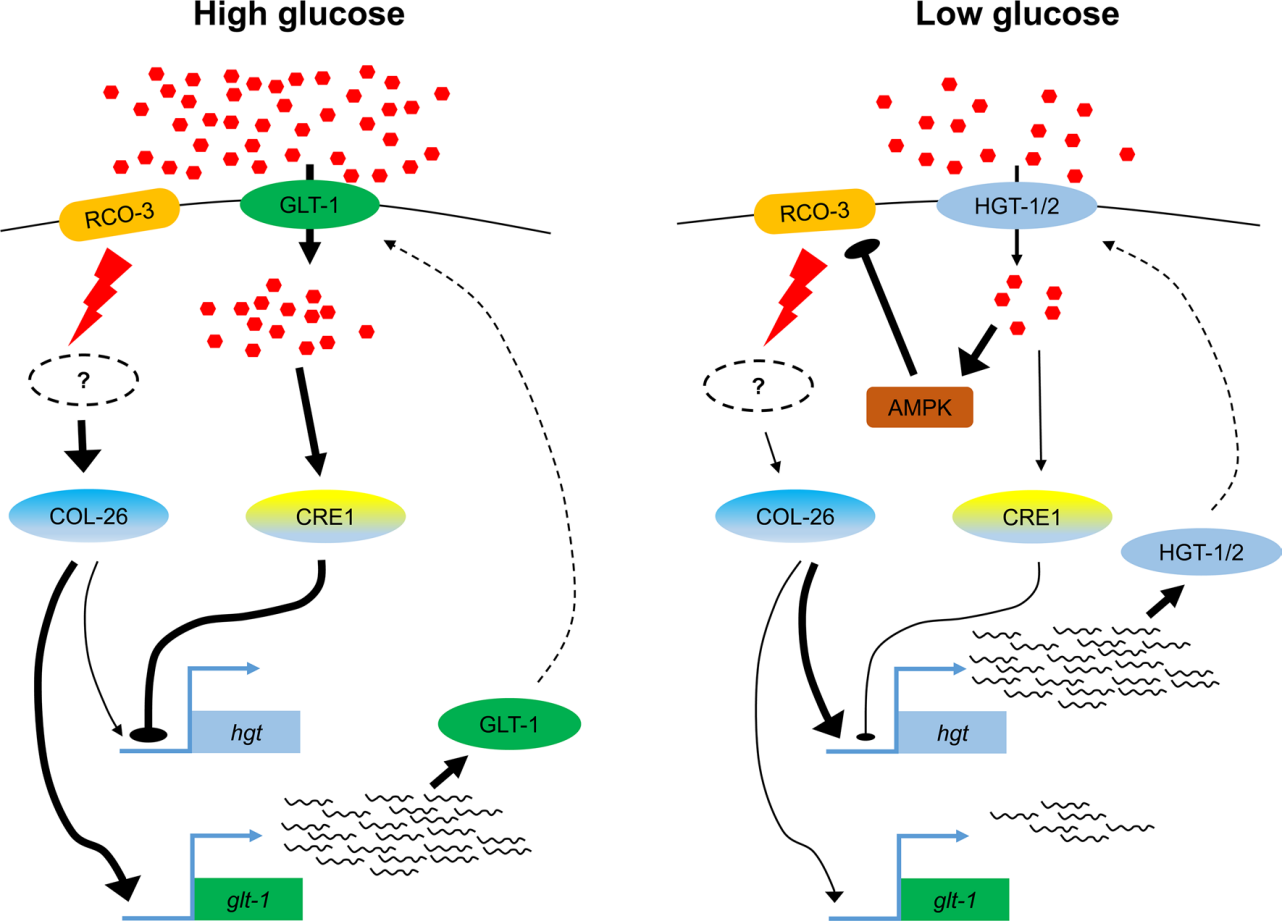
Model for the role of COL-26 in regulating the dual-affinity glucose transport system in filamentous fungi. Under high levels of glucose, RCO-3 transduces a glucose signal to COL-26 to promote expression of *glt-1* for nutrient assimilation. Meanwhile, adequate glucose stimulates CRE-1-mediated carbon catabolite repression (CCR) to repress expression of *hgt-1/-2*. When external glucose is depleted or limited, *hgt-1* and *hgt-2* are rapidly derepressed by the lifting of CCR and their expression is activated by COL-26. This process synergistically activates AMP-activated protein kinase (AMPK), which inhibits activity of RCO-3, leading to low expression of *glt-1*

Another finding of this study is that RCO-3 is deeply involved in the regulation of the glucose transport system, since the expression of low-affinity glucose transporter gene *glt-1* under starvation was repressed by AMPK through partially inhibiting the activity of RCO-3 (Fig. 7b). The similarity of multiple phenotypes between the Δ*col-26* mutant and Δ*rco-3* mutant indicates that RCO-3 and COL-26 are in the same signaling pathway, in which RCO-3 acts as a glucose sensor and transduces a glucose signal to nuclear COL-26. Supporting this, the expression level of *col-26* in the Δ*rco-3* mutant was almost three times that in the WT strain in the presence of a high glucose concentration (Additional file 6: Figure S5 and Additional file 1: Table S2), but expression of *glt-1* was still significantly downregulated due to the absence of RCO-3 (Fig. 7b). 

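Across the processing alternatives and with each replicate left out in turn, the log2 fold change of *col-26* in Δ*rco-3* against the WT at 2% glucose stayed between 1.06 and 1.40, the lowest value under median-ratio scaling. At 0.05% glucose, with 43.2 ± 0.62 FPKM (SD, n = 2) in Δ*rco-3*, it was 0.13 (adjusted p = 0.0717 by limma with Benjamini-Hochberg adjustment). Median-ratio scaling turned this into -0.47 and quantile normalization into -0.29. Without carbon source *col-26* had 28.3 ± 0.53 FPKM in Δ*rco-3*, a log2 fold change of 0.41 (adjusted p = 1.78e-05 by limma with Benjamini-Hochberg adjustment), which fell to 0.18 with median-ratio scaling.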

Besides, components downstream of RCO-3 and upstream of COL-26, but not yet identified, probably regulate not only the dual-affinity glucose transport system, but also other biological processes. Identification of the missing part(s) of the RCO-3/COL-26 signaling pathway will help us to understand the architecture of nutrient signaling regulation in filamentous fungi.

## Conclusions

In this study, we identified the crucial transcription factor COL-26 that regulates the glucose dual-affinity transport system by directly binding their promoter region in *N. crassa*. COL-26 is downstream element of the non-transporting glucose sensor RCO-3. In addition, the AMPK complex is required to suppress the expression of low-affinity glucose transport system in starvation condition by partially inhibiting the activity of RCO-3. Knowledge about regulatory mechanism of the dual-transporter system will not only deepen our understanding of the environmental adaptability of filamentous fungi, but also aid in the rational design of fungal strains for industrial purposes.

## Methods

### Strains

*Escherichia coli* strains DH5*α* (Invitrogen, Shanghai, China) and BL21 (DE3; Gibco BRL, Rockville, MD, USA) were used for plasmid propagation and gene expression, respectively. *M. thermophila* ATCC 42464 was obtained from the American Type Culture Collection. A Δ*amyR* mutant of *M. thermophila* was constructed by our laboratory in a previous study [89]. Strains of *N. crassa* were obtained from the Fungal Genetics Stock Center (FGSC, http://www.fgsc.net), including the wild-type (WT) reference strain (FGSC 2489), Δ*col-26* (FGSC11030, *mat a*), Δ*rco-3* (FGSC17928, *mat a*), Δ*prk-10* (FGSC12421, *mat A*), and Δ*snf4* (FGSC13236, *mat A*). The double-deletion strains Δ*rco-3*;Δ*snf4* and Δ*rco-3*;Δ*prk-10* were generated by performing sexual crosses as previously described (http://www.fgsc.net/Neurospora/NeurosporaProtocolGuide.htm). The mis-expression strains were constructed by transforming the Δ*col-26* mutant with linearized plasmid pCSR1 [92] harboring the promoter of the glyceraldehyde-3-phosphate dehydrogenase-1 gene (*gpd-1*), various gene-coding sequences or point-mutated analogs, and flanking regions of the *csr-1* gene sequence. Transformants were selected for resistance to cyclosporin A and tested for genotypes by diagnostic PCR.

### Culture conditions

*E. coli* was grown at 37 °C in Luria–Bertani medium supplemented with 100 µg ml^−1^ kanamycin or ampicillin when necessary. *M. thermophila* strains were cultured on Vogel’s minimal medium (VMM) [93] supplemented with 2% sucrose at 45 °C for 7–10 days to obtain conidia. *N. crassa* strains were inoculated on slants containing 3 mL VMM with 2.0% (w/v) sucrose as the sole carbon source and grown at 28 °C in the dark for 2 days, then at room temperature in constant light for 6–10 days to stimulate conidia production. Conidia were inoculated into 100 mL liquid VMM with various carbon sources at 10^6^ conidia·mL^−1^ and grown at 25 °C in constant light with shaking (200 rpm). For plate growth assays, 1 μL of conidia suspension (1 × 10^6^ conidia·mL^−1^) was plated on VMM supplemented with 2% cellobiose and cultured at 28 °C for 30 h for *N. crassa*, or 37 °C for 4 days for *M. thermophila*. NaCl and H_2_O_2_ were added to media to a final concentration of 0.5 M and 2 mM, respectively, for *N. crassa*. For *M. thermophila*, H_2_O_2_ was added to a final concentration of 1 mM.

### Medium shift experiments

Conidia were inoculated into 100 mL liquid VMM supplemented with 2.0% sucrose and grown at 28 °C and 200 rpm in constant light for 16 h. The mycelial biomass was washed with sterilized water at least five times and then transferred to 100 mL VMM with 2% glucose or with no carbon source added for 1 h before RNA extraction.

### Plasmid construction and transformation

A fragment containing 5′- and 3′-flanking regions of *csr-1* was amplified with pLC-5-F/pLC-3-R from pCSR1 [92]. The promoter of *gpd-1* was amplified from genomic DNA using primers Pgpd-NC-F/Pgpd-NC-R. The open reading frame of *col-26* was amplified using Col26-ORF-F/Col26-ORF-R from cDNA which was synthesized from total RNA using a ReverTra Ace qPCR RT Kit (Toyobo, Japan). The coding sequence of *gfp* was amplified using primers GFP-F/GFP-R from pMF272. These four fragments were assembled using the NEB Gibson Assembly Kit (New England Biolabs, USA) to give pCSR-COL-26-GFP. The variants *col-26* (S79A, S83A), *col-26* (S674A, S676A), and *col-26* (S4A) were generated by site-directed mutagenesis using PCR with high-fidelity polymerase. Transformation by electroporation was performed as described previously [92]. Transformants resistant to cyclosporin A were further confirmed by PCR and green fluorescent protein (GFP) fluorescence.

### Quantitative real-time qPCR (qRT-PCR)

qRT-PCR was performed as previously described [94]. The *actin* gene (*act*) was used as an endogenous control for *N. crassa*, and *MtAct* was used as an endogenous control for *M. thermophila*. All primers used in this study are listed in Additional file 1: Table S7. The transcript level of each gene was estimated using the 2^−ΔΔCt^ method [95]. The ratio of each gene transcript in each mutant to that in the WT strain was calculated as the relative transcript level.

### RNA sequencing and transcription expression analysis

After harvesting via vacuum filtration, mycelia were immediately homogenized in liquid nitrogen for total RNA extraction. Total RNA was isolated from frozen samples with Trizol reagent (Invitrogen, Carlsbad, CA, USA), treated with DNase I, and purified using a Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany). RNA integrity was checked by agarose gel electrophoresis and using an Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Qualified RNA with OD_260_/OD_280_ > 2.0 and RNA Integrity Number > 8.0 was used for RNA-Seq, which was performed using the BGISEQ-500 platform at Beijing Genomics Institute (BGI) (Shenzhen, China). All data were generated by sequencing two independent duplicate samples. Prior to read mapping, adaptors and low-quality reads were trimmed using Trimmomatic v0.36 [96]. Filtered clean reads were aligned against predicted transcripts from the *N. crassa* OR74A genome v12 [97] using Bowtie2 v2.2.5 [98]. The read counts were determined using RSEM v1.2.8 [99]. The abundance of each transcript was calculated from fragments per kilobase of transcript per million mapped reads (FPKM) values (Additional file 1: Table S2). We used fuzzy c-means clustering to group genes based on similarity between concentration-specific gene expression patterns. Fuzzy clustering was conducted using Mfuzz v2.34.0 [100]. Differential gene expression analysis was performed using the DESeq package (v1.5.1). Genes with fold-change > 2.0 (|log2 ratio|≥ 1) and DESeq *P*_adj_-value (*Q*-value) < 0.001 were considered significantly differentially expressed between different conditions or strains. To discover significantly up- and downregulated genes, only genes with relatively high transcript abundance (FPKM-value > 20 in at least one strain) were considered for further analysis. RNA-Seq data are available at the Gene Expression Omnibus under accession number GSE157186.

### Protein gel electrophoresis

Culture supernatants were mixed with 4 × SDS loading buffer and boiled for 10 min before loading onto Criterion 4–15% Tris–HCl Precast Gels (Bio-Rad). GelCode Blue Stain Reagent (Thermo Scientific) was used for gel staining.

### Expression and purification of DNA-binding domain of COL-26

A fragment encoding the DNA-binding domain of COL-26 was amplified with primers Ecol26-F/Ecol26-R using cDNA as template. After digestion with *Bam*HI and *Xho*I, this fragment was ligated into the corresponding sites of pGEX-4T-1 (GE Healthcare) to give pGEX-col-26. The plasmid was subsequently introduced into *E. coli* BL21 (DE3) for protein expression. *E. coli* BL21 (DE3) harboring pGEX-col-26 was grown at 37 °C in 100 mL LB medium supplemented with 100 μg/mL ampicillin to an *OD*_600_ of 0.6. Isopropyl *β*-D-1-thiogalactopyranoside (IPTG) was then added to a final concentration of 0.5 mM, and the cultures were incubated for an additional 3 h at 37 °C. The cells were harvested by centrifugation and resuspended in phosphate-buffered saline followed by sonication, after which the insoluble material was removed by centrifugation at 8000 *g* for 10 min. The glutathione *S*-transferase (GST)-fused protein was purified using a BeaverBeads™ GST-tag Protein Purification Kit (Beaver, China) according to the manufacturer’s manual. Protein purity was determined by Coomassie Blue staining after 12% SDS-PAGE, and protein concentration was measured by BCA assay (Thermo Scientific, Waltham, MA, US).

### Electrophoretic mobility shift assays (EMSAs)

Different DNA fragments were used as probes in gel-shift experiments. For COL-26-binding experiments, the promoter regions of *glt-1* (P1, − 1906 to − 1442; P2, − 1461 to − 1032; P3, − 1049 to − 625; P4, − 682 to − 233); *hgt-1* (P1, − 992 to − 557; P2, − 575 to − 142); *hgt-2* (P1, − 1532 to − 1094; P2, − 1114 to − 698; P3, − 720 to − 284) were obtained by PCR from the genomic DNA of WT *N. crassa* using primers shown in Additional file 1: Table S7. The PCR products were purified by electrophoresis and quantified using a NanoDrop 2000c Spectrophotometer (Thermo Fisher Scientific). The subsequent binding experiments were performed using a modified gel mobility shift assay as described previously [101]. In each EMSA, different quantities of recombinant protein were incubated with a constant amount (10 ng) of the DNA probes individually at 25 °C for 30 min. The experiments were performed at least three times. The information of genes mentioned in this study are shown in Additional file 1: Table S8.

### Phosphopeptide identification by mass-spectrometry (MS)-based analysis

Proteins were reduced with 10 mM dithiothreitol for 1 h at 56 °C and subsequently alkylated with 55 mM iodoacetamide. Samples were digested with trypsin at 1:20 enzyme-to-substrate ratio. Digested samples were desalted using C18 solid phase extraction tubes. The resulting peptide samples were concentrated and a BCA assay was performed to determine the peptide concentration and samples were diluted with nanopure water for MS analysis. Desalted peptides were labeled with 8-plex iTRAQ reagents (AB SCIEX) according to the manufacturer’s instructions. Peptide aliquots for each sample (200 mg) were dried for TiO_2_ enrichment, and used for phosphoproteome analysis; TiO_2_ enrichment of phosphopeptides followed a previously established protocol [102]. Phosphopeptide samples were analyzed using a nanoESI system (Waters NanoAcquity LC, Waters Corporation) coupled to a Q Exactive HF mass spectrometer (Thermo Fisher Scientific). Proteomics data were analyzed using a combination of Proteome Discoverer (v1.4) and Mascot (v2.3) software. The MS results were filtered based on a 5% false discovery rate and phosphoRS probability ≥ 0.75. Phosphopeptide abundance changes >1.5-fold were considered and subjected to downstream analysis.

### Western blot analysis

Western blotting was performed as previously described [103]. Anti-GFP or anti-actin rabbit antibody and anti-rabbit IgG horseradish peroxidase-conjugated antibody at a dilution of 1:3000 were used as the primary and secondary antibodies (Abmart, Shanghai, China), respectively.

### Microscopy and imaging

To localize GFP fusion proteins using microscopy, all strains were inoculated into liquid VMM supplemented with 2% sucrose and grown for 16 h at 25 °C. The hyphae were harvested, washed several times with Vogel’s salts, transferred into media containing different concentrations of glucose, and cultured for another 1 h. Microscopic observations were performed using an Olympus BX51 fluorescence microscopy system and images were processed using ImageJ software.

### Glucose uptake assays

Conidia from 10-day-old cultures were inoculated into 100 mL VMM with 2% sucrose as the carbon source. After grown at 25 °C in constant light with shaking (200 rpm) for 16 h, cultures were centrifuged at 2000 *g* for 10 min and washed in VMM without a carbon source, followed by 1-h growth in 100 mL VMM with 0.05% glucose as carbon source. Then 0.05 g glucose was added to each culture. Culture supernatants were sampled at 0, 10, and 30 min. Glucose levels were measured using HPLC with an e2695 instrument (Waters, Manchester, United Kingdom).

## Supplementary Information

**Additional file 1.** Additional tables.

**Additional file 2: Figure S1.** Purification of recombinant COL-26 binding domain.

**Additional file 3: Figure S2.** Effect of stress on the growth of WT, Δ*col-26*, and Δ*rco-3* strains of *N. crassa*. VMM with 2% (w/v) cellobiose was used. NaCl and H_2_O_2_ were added to the medium to a final concentration of 0.5 M and 2 mM, respectively. Plates were incubated at 28 °C in the dark for 30 h before imaging.

**Additional file 4: Figure S3.** Validation of RNA-Seq data for *N. crassa* in response to a glucose gradient. **a** Spearman analysis. **b** Sample-to-sample clustering.

**Additional file 5: Figure S4.** Transcriptional responses of sugar transporter genes in the WT, Δ*rco-3*, and Δ*col-26 *strains of *N. crassa* to a glucose gradient. Heatmap analysis and clustering of 26 sugar transporter genes with robust expression levels (fragments per kilobase of transcript per million mapped reads > 20) in at least one condition. Log-transformed expression values are color-coded.

**Additional file 6: Figure S5.** Expression levels of *col-26* in WT and Δ*rco-3 *mutant response to a glucose gradient.

**Additional file 7: Figure S6.** Histogram of error distribution among biological replicates of phosphoproteome in glucose-replete or no-carbon conditions.

**Additional file 8: Figure S7.** Relative expression levels of *glt-1*, *hgt-1*, and *hgt-2* in WT, Δ*os-1*, Δ*os-2*, Δ*rco-3*, Δ*rco-3*;Δ*os-1*, and Δ*rco-3*;Δ*os-2* strains of *N. crassa* in glucose-rich (**a**) and no-carbon (**b**) conditions. Mycelia were grown in VMM supplemented with 2% sucrose for 16 h, then transferred to VMM with or without 2% glucose. After additional cultivation for 1 h, mycelia were harvested and gene expression levels were determined by qRT-PCR.

**Additional file 9: Figure S8.** Expression levels of glucose transporter genes in *M. thermophila*. **a** Relative expression levels of glucose transporter genes *MtGlt-1-1*, *MtGlt-1-2*, *MtHgt-2*, and *MtHgt-1* in glucose-rich and no-carbon conditions. Mycelia were grown in VMM supplemented with 2% sucrose for 16 h, then transferred to VMM with or without 2% glucose. After additional cultivation for 1 h, mycelia were harvested and gene expression levels were determined by qRT-PCR. **, *P* < 0.01; ***, *P* < 0.001. **b** Effect of stress on growth of WT and Δ*amyR* strains of *M. thermophila*. VMM medium with 2% (w/v) cellobiose was used. NaCl and H_2_O_2_ were added to the medium to a final concentration of 0.5 M and 1 mM, respectively. Plates were incubated at 37 °C for 4 days before imaging.

## Data Availability

All data generated or analyzed during this study are included in this published article and its additional files.

How the deposited data were processed for this re-analysis (not part of the article)

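RNA-Seq of 3 *Neurospora crassa* strains in 4 media was analysed, with 2 libraries per combination and 24 in all. The strains were the WT, Δ*rco-3* and Δ*col-26*, and the media held no carbon source or 0.05, 0.5 or 2% glucose for 1 h after 16 h of growth at 28 °C on 2% sucrose. The mapping of the libraries to strain, medium and replicate came from the sample labels and the paper.

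The deposited values are FPKM, which the authors made by trimming the reads with Trimmomatic, aligning them with Bowtie2 to the predicted transcripts of the OR74A genome and counting the reads with RSEM. The authors called differential expression with DESeq and clustered genes with Mfuzz, and neither was rerun here, since FPKM are not counts. The sequencing platform is given as BGISEQ in the paper's methods. FPKM are scaled to the mapped fragments of each library, so a change in abundant genes shifts all others. All loci but 1 matched the reference annotation, from which gene symbols and coordinates were taken, and which is of the build the authors used.

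Depth was read from the steps of low FPKM values, as FPKM come without counts. All libraries lay at 96.7% to 103% of the median library, and about 13200000 fragments per library were estimated from 52 genes. The genes used for this range were chosen for steps that the libraries share, which favours similar depths. At this depth the variance between replicates was 0.825 to 1.08 times the sampling noise at 1 to 5 FPKM.

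Tests were run in R 4.3.3 with limma 3.58.1 (functions lmFit, contrasts.fit and eBayes with a trend) on log2(FPKM + 1). All 12 groups shared 1 fit with 12 residual and 6.31 prior degrees of freedom, over 7981 genes with a mean FPKM of at least 1 in at least 1 group. P-values were adjusted by the Benjamini-Hochberg method. A call needed an adjusted p below 0.001, an absolute log2 fold change of at least 1 and a mean FPKM above 20 in at least 1 group compared, as in the paper's methods. The comparisons were the 12 between strains in the same medium, 0.05 against 0.5% glucose and no carbon source against 2% glucose within each strain, and 5 differences between such effects. F tests covered the response to 0.05, 0.5 and 2% glucose within each strain. For *col-26* the adjusted p alone was read. The scripts were tested on simulated data, in which 200 of 200 changed genes among 7740 were called in Δ*rco-3* *vs.* WT at 2% glucose and none of the others, and 200 of 200 among 7135 in the F test within Δ*col-26*. The changes put in all lay past the fold change and FPKM thresholds, so calls near the thresholds were not tested by this. Overlaps and correlations of the mutants share WT libraries, so 20 and 50 simulations with shared controls were run beside them. Depth was read in Python 3.11.15 with numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.

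The designs, the main settings, the alternatives and the rule for named genes were set before the data were examined, apart from those the closing text names. The rule names the genes the paper names where a table gives their locus, the 2 genes with the largest change in each direction in 4 comparisons among those called with both replicates of 1 group above both of the other, and the mating type and pheromone genes of the annotation. Values of 1027 genes had been in view in the copy of Table S2. The alternatives were pseudocounts of 0.1 and 5, the replicate number as a block, a fit of only the groups compared, median-ratio scaling, quantile normalization, no trend in the variance, other thresholds and filters, other distances and each replicate left out in turn. Median-ratio scaling divided each library by its median ratio to the geometric means over 7896 genes above 0 in all libraries.

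Genes named in the paper that no table here pairs with a locus were not analysed here, and the same holds for the paper's list of putative sugar transporters. The qRT-PCR, phosphoproteome, binding and growth experiments were not analysed here.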

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

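Of the tests in this part, those of linkage to the mating type locus, of the other genes called in all media and of the scaling of the libraries were chosen only after the results were seen, as were the numerical limits by which the tests were read and the genes on chromosome I named at the end.

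The response to 0.05 against 0.5% glucose differed from that of the WT in 626 genes for Δ*rco-3* and in 614 genes for Δ*col-26*, by limma's test of the difference itself. A scaling of the libraries that shifts all genes of a group would bring such counts close to 0 once removed. Under median-ratio scaling and quantile normalization the lower of the counts was 569 for Δ*rco-3* and 583 for Δ*col-26*, which argues against scaling as the whole cause. Relative depth was estimated at 96.7% to 103% of the median library in all 24 libraries. The estimate rests on genes chosen for steps that the libraries share, so it does not exclude a larger difference in depth. Whether the deletions, which the design names, or the strain background make this difference stays open, since the strains also differ in mating type genes, as described below.

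The effect of carbon absence differed as well. The difference between mutant and WT without carbon source was not the one at 2% glucose in 1092 genes for Δ*rco-3* and 1204 genes for Δ*col-26*, and it was not the same in both mutants in 553 genes. The lower count under the 2 scalings was 972, 1069 and 513, so that scaling is unlikely to be the whole cause. The comparison of the 2 mutants does not involve the WT libraries. Whether the deletions or the strain background make the differences from the WT was not tested and stays open.

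A signal that the paper does not report appears in genes of mating type. The 3 genes *matA-1*, *matA-2* and *matA-3* lie side by side on chromosome I. *matA-1* (NCU01958, 1860692 to 1862194) was listed at 0 in 16 of 16 mutant libraries and had 1.82 to 11.95 FPKM in the 8 WT libraries. *matA-2* and *matA-3* were at or below 0.05 FPKM in all libraries and say nothing. *mfa-1* (NCU16992, chromosome V, 3396270 to 3397430) had 8902 to 13613 FPKM in the mutant libraries and 0.81 to 7.15 in the WT, and *pre-2* (NCU05758) 4.7 to 9.94 and 0 to 0.08. *ccg-4* (NCU02500) had 0 to 0.08 FPKM in the mutants and 0.23 to 12.26 in the WT. *pre-1* (NCU00138) had 0.19 to 1.16 in the mutants and 0.55 to 1.72 in the WT, and within each medium each mutant library lay below both WT libraries. *poi-2* (NCU05768), with 0.28 to 1.79 in the mutants and 0.22 to 0.59 in the WT, lay higher in each mutant library without carbon source and overlapped between mutants and WT at each glucose concentration. *mfa-1* is 1 of 24 genes called in the same direction in both mutants *vs.* WT in all 4 media, 20 higher and 4 lower. A difference in mating type or strain background shared by both mutants was predicted to leave *matA-1* at 0 in the mutants only, and the 16 libraries at 0 are in line with it. The paper's methods list the mutants as mat *a* and its text does not name the mating type of the WT.

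Linkage to the mating type locus would place the 24 genes near it, and 0 of them lie within 1 Mb of *matA-1*. For the other 23 genes, which include *con-10*, *con-8*, *eas*, *cat-3* and *acw-12*, an effect of mating type or background away from that locus and an effect of both deletions cannot be told apart, because each mutant library differs from each WT library in both. No WT library of the mutants' mating type is among those analysed here.

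A group of 3 genes on chromosome I, named after their values were seen, shows the same split. NCU02875 (8841501 to 8844907) had at most 0.03 FPKM in the 8 WT libraries and 16.41 to 26.87 in the 16 mutant libraries. NCU02876 (8839688 to 8840275) was listed at 0 in the WT and had 8.07 to 32.75 FPKM in the mutants, and NCU02880 (8823648 to 8824866) was listed at 0 in the WT and had 3.21 to 28.08. A strain variant that the mutants share and the WT lacks is a candidate explanation, as for the 16 mutant libraries in which *matA-1* is listed at 0. No sequence of the strains was analysed here.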

How the results depend on the processing

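The count without a p-value threshold, the ratio form of the distances, the reading of *col-26* by its adjusted p alone without a fold change minimum, and the removal of abundant genes were chosen after the results were seen, and the other settings had been listed earlier. Changes of more than 1.5 times in a count, of more than the spread of the leave-one-out values in a value with no test, and of side of the threshold are given below with their values. The cause of these changes was not tested unless the setting itself makes it.

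Calls without a minimum FPKM added genes of low abundance. The DEGs of Δ*rco-3* *vs.* Δ*col-26* became 232, 168, 309 and 689 at 0.05, 0.5 and 2% glucose and without carbon source, those of Δ*rco-3* *vs.* WT 2026, 1021, 1227 and 572 and those of Δ*col-26* *vs.* WT 1388, 1007, 1299 and 1226, and the overlap of the mutants 1110, 714, 839 and 385. Between 0.05 and 0.5% glucose 1110 genes were called in the WT and 9 in Δ*rco-3*, and between no carbon source and 2% glucose 3540, 2595 and 2746 in the WT, Δ*rco-3* and Δ*col-26*. The differences in glucose response from the WT rose to 1091 and 1076 genes for Δ*rco-3* and Δ*col-26*. A log2 fold change of at least 1.5, which is stricter by construction, gave 34, 31, 70 and 160 DEGs in Δ*rco-3* *vs.* Δ*col-26*, 469, 255, 309 and 154 in Δ*rco-3* *vs.* WT and 374, 298, 372 and 378 in Δ*col-26* *vs.* WT in the same order of media, with overlaps of 286, 210, 226 and 108. It left 270, 1 and 3 genes between 0.05 and 0.5% glucose in the WT, Δ*rco-3* and Δ*col-26*, 905 and 1087 genes between no carbon source and 2% glucose in Δ*rco-3* and Δ*col-26*, 247 and 264 for the differences in glucose response, and 510, 642 and 213 for those in the effect of carbon absence in Δ*rco-3* *vs.* WT, Δ*col-26* *vs.* WT and Δ*rco-3* *vs.* Δ*col-26*. In Δ*rco-3* *vs.* Δ*col-26* the counts on glucose stayed below those of each mutant *vs.* WT in the same medium under both settings. A threshold of 0.05 on the adjusted p and testing of all genes listed above 0 changed no count of calls by more than 1.5 times.

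Scaling the libraries moved the balance of higher and lower calls. The median log2 fold change of all 7981 genes in Δ*rco-3* *vs.* WT was 0.50, 0.24, 0.21 and 0.22 at 0.05, 0.5 and 2% glucose and without carbon source, in Δ*col-26* *vs.* WT 0.27 at 0.05% glucose and -0.15 without carbon source, and in Δ*rco-3* *vs.* Δ*col-26* 0.23, 0.20, 0.16 and 0.36, and both scalings brought these medians to within 0.1 of 0. Splits of the calls as deposited, followed in parentheses by those under median-ratio scaling and quantile normalization, were as follows. Δ*rco-3* *vs.* WT at 0.05% glucose had 738 higher and 241 lower (256 and 555, 360 and 386). Δ*rco-3* *vs.* WT at 0.5% glucose had 357 higher and 160 lower (228 and 278, 262 and 249). Δ*rco-3* *vs.* WT at 2% glucose had 429 higher and 210 lower (284 and 405, 346 and 319). Δ*rco-3* *vs.* WT without carbon source had 153 higher and 172 lower (82 and 262, 131 and 228). Δ*col-26* *vs.* WT at 0.05% glucose had 467 higher and 279 lower (292 and 469, 291 and 355). Δ*col-26* *vs.* WT at 0.5% glucose had 339 higher and 199 lower (343 and 224, 308 and 233). Δ*col-26* *vs.* WT at 2% glucose had 475 higher and 236 lower (427 and 316, 417 and 304). Δ*col-26* *vs.* WT without carbon source had 369 higher and 400 lower (407 and 293, 390 and 315). Δ*rco-3* *vs.* Δ*col-26* at 0.05% glucose had 53 higher and 59 lower (19 and 115, 29 and 78). Δ*rco-3* *vs.* Δ*col-26* at 0.5% glucose had 27 higher and 74 lower (9 and 116, 18 and 93). Δ*rco-3* *vs.* Δ*col-26* at 2% glucose had 48 higher and 138 lower (32 and 193, 41 and 164). Δ*rco-3* *vs.* Δ*col-26* without carbon source had 197 higher and 227 lower (46 and 337, 120 and 276). Between 0.05 and 0.5% glucose the WT had 289 higher and 307 lower (448 and 224, 316 and 233), and between no carbon source and 2% glucose it had 1352 higher and 986 lower (1029 and 1253, 1134 and 1155), Δ*rco-3* 893 higher and 697 lower (565 and 834, 743 and 796) and Δ*col-26* 822 higher and 839 lower (738 and 926, 796 and 835). The differences in glucose response from the WT had 362 higher and 264 lower (217 and 453, 247 and 322) for Δ*rco-3* and 317 higher and 297 lower (202 and 470, 235 and 348) for Δ*col-26*, and those in the effect of carbon absence 378 higher and 714 lower (447 and 639, 381 and 591) for Δ*rco-3*, 322 higher and 882 lower (447 and 628, 427 and 642) for Δ*col-26* and 345 higher and 208 lower (229 and 284, 263 and 254) between the mutants.

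*col-26* in Δ*rco-3* *vs.* WT changed with scaling at 0.05% glucose, from a log2 fold change of 0.13 to -0.47 under median-ratio scaling and -0.29 under quantile normalization, lower than in the WT with adjusted p of 1.39e-06 and 0.000286 by limma (1.39e-06 to 0.199 over the alternatives), and without carbon source from 0.41 to 0.18 and 0.23, no longer past an adjusted p of 0.001 by limma (0.0182 and 0.00239, in a range of 1.66e-06 to 0.0182 over the alternatives). In the WT, the difference of *col-26* between no carbon source and 2% glucose was -0.056 under median-ratio scaling and 0.050 under quantile normalization, and 0.28 with a pseudocount of 0.1, all short of that threshold. It was also short of it, at a log2 fold change of 0.27, without the trend in the variance and in a fit of only the groups compared. Leaving out either library of either group lost the call, with 0.21 without WT 2% glucose replicate 1, 0.32 without WT 2% glucose replicate 2, 0.28 without WT no carbon replicate 1 and 0.25 without WT no carbon replicate 2. The increases of *col-26* in Δ*rco-3* at 0.5 and 2% glucose and in the WT at 0.05% glucose stayed past the threshold under each alternative run.

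Replicate numbers do not pair the libraries. Across the 66 pairs of groups, the correlation of the replicates' deviations ranged from -0.43 to 0.25 with a median of -0.0064, and the paper does not link the numbers to a batch. With the replicate number as a block, the only result that changed was *col-26* in the WT between no carbon source and 2% glucose, with a log2 fold change of 0.27 and an adjusted p of 0.00125 by limma, in a range of 0.000213 to 0.444 over the alternatives of this difference.

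Values with no test moved as follows. With a pseudocount of 0.1, the lowest correlation within a pair of replicates was 0.994, with 5 it was 0.999, and with all genes listed above 0 0.998. The correlation of the mutants' fold changes at 0.05, 0.5 and 2% glucose and without carbon source was 0.925, 0.917, 0.894 and 0.669 with a pseudocount of 0.1, 0.910, 0.894, 0.862 and 0.666 with 5, 0.895, 0.884, 0.858 and 0.666 without a filter on low values, 0.917, 0.878 and 0.666 at 0.05 and 2% glucose and without carbon source under quantile normalization, 0.916, 0.905, 0.880 and 0.660 with WT replicates split in 1 way and 0.916, 0.906 and 0.878 on glucose split in the other. The share of genes that moved as in the starved WT was 87.9% for Δ*col-26* at 2% glucose with a pseudocount of 0.1. For Δ*rco-3* and Δ*col-26* at 2% glucose and Δ*rco-3* and Δ*col-26* at 0.5% glucose it was 90.3, 89.5, 70.6 and 78.7% with a pseudocount of 5, 88.1, 86.7, 66.2 and 79.4% without a filter on low values and 88.3, 88.5, 70.7 and 77.1% under quantile normalization. A pseudocount of 5 and median-ratio scaling each left 2 genes in Δ*rco-3* between 0.05 and 0.5% glucose. Of genes that responded by at least 1 on the log2 scale over the 3 glucose concentrations, 88 in Δ*rco-3* and 79 in Δ*col-26* were left with a pseudocount of 5.

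The median range of the 6 transporter genes in the WT, Δ*rco-3* and Δ*col-26* was 3.21, 0.78 and 0.33 under median-ratio scaling, 2.97, 0.85 and 0.34 under quantile normalization and 2.11, 0.77 and 0.36 with a pseudocount of 5, and 3.44 in the WT with 0.1. The distance between the mutants over their mean distance to the WT at 0.05, 0.5 and 2% glucose and without carbon source was 0.211, 0.223, 0.283 and 0.699 with 1 minus Spearman's rho, 0.425, 0.448, 0.489 and 0.907 over genes above 20 FPKM and 0.471, 0.509, 0.550 and 0.926 with a pseudocount of 5. It was 0.485, 0.518 and 0.886 at 0.05 and 2% glucose and without carbon source with a pseudocount of 0.1, and 0.447, 0.469 and 0.848 at 0.05 and 0.5% glucose and without carbon source under quantile normalization. The distance between 0.05 and 0.5% glucose in Δ*rco-3* and Δ*col-26* over that in the WT was 0.0879 and 0.0779 with 1 minus Spearman's rho, 0.283 and 0.262 over genes above 20 FPKM, 0.328 and 0.326 with a pseudocount of 0.1 and 0.282 and 0.264 with 5, and 0.285 in Δ*col-26* under quantile normalization. On the uncentred FPKM matrix the first component held 75.6% of the variance.

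With each replicate left out in turn, where a group of 1 library is assumed to vary like the other groups, no count of calls changed by more than 1.5 times. The ranges were as follows. The correlation of the mutants' fold changes was 0.916 to 0.918, 0.907 to 0.909, 0.880 to 0.882 and 0.672 to 0.675 at 0.05, 0.5 and 2% glucose and without carbon source. The distance ratio between the mutants was 0.477 to 0.486, 0.499 to 0.514, 0.530 to 0.542 and 0.908 to 0.921, and that between 0.05 and 0.5% glucose 0.291 to 0.307 in Δ*rco-3* and 0.273 to 0.292 in Δ*col-26*. The median range of the transporter genes was 2.89 to 2.96 in the WT, 0.81 to 0.85 in Δ*rco-3* and 0.38 to 0.42 in Δ*col-26*, and the share that moved as in the starved WT 88.1 to 88.3% in Δ*col-26* at 2% glucose. The response of *cdt-2* within the WT lies close to the threshold, and 6 transporter genes in place of 5 passed without WT 2% glucose replicate 2, with a pseudocount of 0.1 and under both scalings. The genes named by the size of their change (*gla-2*, *inv*, *mfa-1*, *nit-10*, *rca-1*, NCU01633, NCU02098, NCU05627, NCU06815, NCU07074, NCU09020, NCU09287 and NCU16673) kept their direction and their side of the threshold under the alternatives run and with each replicate left out, unlike *col-26* and *cdt-2*.

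Some listed alternatives were not run. *glt-1* and *hgt-2* are paired with no locus in the tables used here, and neither are *xyt-1*, *xat-1*, *lat-1*, *gat-1* and *clp-1*, and the annotation used here holds no product names from which to list sugar transporters. The correlation within a pair of replicates has no value with 1 of them left out, and the comparison with the starved WT needs both WT replicates at the glucose concentration of the mutant. Depth limits low genes most. The variance between replicates was close to sampling noise at 1 to 5 FPKM, and the minimum of 20 FPKM keeps most such genes out of the calls.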

Differences from the paper's values

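The copy of Table S2 used here holds 1027 rows, and its FPKM are those of the deposited values, with a largest difference of 0. The paper's log2 ratios in this table were compared for *cdt-1* and NCU00821, and 23 of 24 lay within the replicate SD of the log2 ratio of mean FPKM. The exception was NCU00821 in Δ*col-26* at 0.05% against 0.5% glucose, where the paper's value is 0.139 and the value here 0.144, with an SD of 0.0038. Over the 349 genes of this copy above 20 FPKM in both groups, the paper's ratios in this comparison minus the ratios of mean FPKM had a median of -0.0064 (interquartile range 0.0051), a shift of the size of that difference, which was computed after the results were seen. Of the alternatives set before the data were examined, a pseudocount of 5 (0.138) and the ratio without Δ*col-26* 0.05% glucose replicate 1 (0.141) lie within that SD of the paper's value. A pseudocount of 0.1 (0.144), median-ratio scaling (0.103), quantile normalization (0.128) and the ratios without Δ*col-26* 0.05% glucose replicate 2 (0.147), without Δ*col-26* 0.5% glucose replicate 1 (0.144) and without Δ*col-26* 0.5% glucose replicate 2 (0.144) do not.

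The paper states, citing earlier studies and its own values, that *col-26* in the WT is induced only by certain other sugars. It also states, from an earlier study with another range of glucose concentrations, that a glucose gradient does not affect *col-26*. In the values analysed here, *col-26* was higher in the WT at 0.05% than at 2% glucose by a log2 fold change of 1.14 (ratio 2.26, adjusted p = 4.83e-12 by limma with Benjamini-Hochberg adjustment), in both replicates. The 4 WT groups differed by limma's F test (adjusted p = 2.22e-12). Between 0.5 and 2% glucose, and by less than the fold change of a DEG between no carbon source and 2% glucose, *col-26* stayed close to level, as the paper states for glucose-rich and carbon-free media.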

Other observations

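The tests of the p-value threshold, of the abundant genes and of the neighbour of *rco-3* were chosen only after the results were seen, as were the numerical limits by which every test in this part was read.

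Whether the mutants on glucose resemble a starved WT was asked with WT replicates that the comparisons do not share. Of the genes called between the WT without carbon source and the WT at 2% glucose (2338.5, the mean of 2 splits of the replicates), 89.3% moved in the same direction in Δ*rco-3* at 2% glucose and 88.3% in Δ*col-26*, against about 50% if the changes were unrelated. Of these genes 22.1% and 21.9% were also called in the same direction in the mutants, and the slope of the mutants' changes on those of the starved WT was 0.335 and 0.338. Of the genes called between the WT at 0.05 and 0.5% glucose (603, again the mean of 2 splits), 69.0% moved the same way in Δ*rco-3* at 0.5% glucose and 77.9% in Δ*col-26*. Under quantile normalization the shares at 2% glucose were 88.3% and 88.5%, so a shift of all genes is unlikely to make them. The values are in line with a limitation of glucose inside the mutant cells, which was not measured here, and a change in signalling without such a limitation stays open.

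Fewer genes were called in Δ*rco-3* *vs.* WT without carbon source (325) than with glucose (517 to 979). A larger spread between replicates in the libraries without carbon source could lower such a count. Over genes above 20 FPKM, the SD of the log2 difference between replicates had a median of 0.0638 over the 3 groups without carbon source and 0.0623 over the 9 groups with glucose, although the WT pair without carbon source had the highest of all, 0.106. Without the p-value, 326 genes passed the fold change and FPKM thresholds without carbon source and 517 to 979 with glucose, so the adjusted p removed 1 gene there. This count argues against the spread as the cause, while the SDs alone would leave it open, since the pair with the highest is 1 of the 2 pairs compared. The profile of Δ*rco-3* also lay closer to the WT without carbon source, at a distance of 0.636 against 1.03, 0.828 and 0.893 at 0.05, 0.5 and 2% glucose. The difference from the WT was thus smaller there. Whether this is a smaller effect of the *rco-3* deletion, as the paper concludes, stays open, since no strain with *rco-3* restored is among the libraries. Δ*col-26* shares the difference in mating type genes from the WT. Its count showed no such fall, with 769 without carbon source against 746, 538 and 711 at 0.05, 0.5 and 2% glucose. These counts, compared after the results were seen, argue against the shared difference in mating type alone as the cause of the lower count in Δ*rco-3*.

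In Δ*rco-3* *vs.* WT at 0.05% glucose 738 genes were higher and 241 lower, and the median of all 7981 genes was 0.50 on the log2 scale. The 100 most abundant genes of a library held 47.2% of the FPKM in the WT and 39.7% in Δ*rco-3* at this concentration. A few abundant genes in the WT could lower all other FPKM there. Genes were left out of the totals by their mean over the 12 groups, so they need not be the most abundant genes of the WT at 0.05% glucose. With the first 100 left out the median was 0.40, from 0.49 with all genes in the totals, and with 500 and 1000 left out 0.25 and 0.19. The 100 genes most abundant over the 12 groups therefore do not account for the whole shift. Whether genes abundant mainly in the WT at 0.05% glucose account for more of it stays open, since they were not left out as such. No biological explanation of the shift was tested.

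*gla-2* (NCU02583), the gene next to *rco-3*, was higher in Δ*rco-3* than in Δ*col-26* in all 4 media, by a log2 fold change of 1.61 without carbon source and 3.03, 3.06 and 2.80 at 0.05, 0.5 and 2% glucose. The next gene, NCU02584 (chromosome I, 2815838 to 2817930), differed by 0.23, 0.31, 0.34 and 0.29. In Δ*col-26* *vs.* WT *gla-2* changed by -0.48 without carbon source and 1.23, 1.19 and 1.35 with glucose, so it also differs from the WT in the other mutant. An effect of the deleted locus on its neighbour and an effect of the loss of RCO-3 cannot be told apart, because no strain with *rco-3* restored is among the libraries analysed here.

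Table S1 lists ratios from an earlier study for 36 transcription factors. Their log2 ratios between the WT without carbon source and at 2% glucose, as computed here, correlated with the listed values across genes with Pearson's r of 0.816 and Spearman's rho of 0.720, and 23 of 36 had the same direction. Genes are not independent replicates.

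There were 20 genes listed at 0 in both libraries of 1 group and above 20 FPKM in another, and 7 of them overlap another locus. NCU02098 is of this kind, with 0 in the WT at 0.05% glucose and in Δ*col-26* without carbon source. NCU07074 is as well, with 0 in both libraries of 9 of the 12 groups. An exact 0 in FPKM values can be a failed estimate, so no fold change is given against these groups.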
